# Tumor-associated macrophages promote progression and the Warburg effect via CCL18/NF-kB/VCAM-1 pathway in pancreatic ductal adenocarcinoma

**DOI:** 10.1038/s41419-018-0486-0

**Published:** 2018-04-18

**Authors:** Huilin Ye, Quanbo Zhou, Shangyou Zheng, Guolin Li, Qing Lin, Lusheng Wei, Zhiqiang Fu, Bin Zhang, Yimin Liu, Zhihua Li, Rufu Chen

## Abstract

Tumor-associated macrophages (TAMs) are frequently found near pancreatic cancer cells, but it is uncertain whether they are involved in pancreatic cancer progression and the Warburg effect. Here, we show that CCL18 secreted by TAMs facilitates malignant progression and induced a glycolytic phenotype in pancreatic cancer, partially owing to paracrine induction of VCAM-1 in pancreatic cancer cells. Reciprocally, VCAM-1-induced lactate production from pancreatic cancer cells with enhanced aerobic glycolysis activates macrophages to a TAM-like phenotype, forming a positive feedback loop. VCAM-1 was found to be highly expressed in human pancreatic ductal adenocarcinoma (PDAC) tissues and cell lines, and is associated with disease progression and predicts clinical outcome in PDAC patients. Flow cytometry analysis further demonstrated that VCAM-1 downregulation induced an accumulation of PDAC cells in G0/G1 phase, accompanied by a significant decrease in S phase. Downregulation of VCAM-1 significantly inhibited proliferation, colony formation, migration, and invasion of PDAC cells *in vitro*, whereas the ectopic expression of VCAM-1 had the opposite effect. VCAM-1 on pancreatic cancer cells might tethers THP-1 monocytes to cancer cells via counter–receptor interaction, providing a survival advantage to pancreatic cancer cells that infiltrate leukocyte-rich microenvironments. Furthermore, downregulation of VCAM-1 could repress tumor growth in mouse xenograft models. In particular, our results highlighted the contribution of VCAM-1 to the maintenance of the Warburg effect in PDAC cells. Finally, we investigated the clinical correlations of CCL18 and VCAM-1 in human PDAC specimens. In summary, these findings indicate that the CCL18/PITPNM3/NF-kB/VCAM-1 regulatory network might provide a potential new therapeutic strategy for PDAC.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the main pathological type of pancreatic cancer, and it has a 5-year survival rate of ~ 6%^1,2^. Tumor-associated macrophages (TAMs) are the most abundant immune-related stromal cells, and they provide a favorable milieu for cancer cells^3^. On the basis of their polarization states, macrophages are divided into three types: the unactivated macrophages (M0 macrophages), the classically activated type 1 (M1 macrophages), and the alternatively activated type 2 (M2 macrophages). Differentiated mature TAMs of multiple types of solid tumors have functions and phenotypes that are similar to those of the M2 macrophages^4,5^. However, until now, the biological effects of TAMs on pancreatic cancer progression and metabolic dysregulation remain largely unknown.

Cancer cells metabolize glucose by aerobic glycolysis (the Warburg effect) rather than through the more energetically efficient oxidative phosphorylation, even in the presence of oxygen^6,7^. Accumulating evidence indicates that epigenetic, oncogenic, or anti-oncogenic mutations have an important role in metabolic reprogramming of tumor cells. However, other key players such as tumor environmental factors involved in regulation of pancreatic cancer metabolism and their role in tumor progression are poorly elucidated^8,9^.

In this study, our work provides the valid evidence for reciprocal signaling interactions between TAMs and pancreatic cancer cells, shedding new light on the utilization of CCL18/PITPNM3/NF-kB/VCAM-1 axis as a potential novel therapeutic target for the treatment of pancreatic cancer.

## Results

### Infiltration of CCL18-positive TAMs in pancreatic cancer and characterization of THP-1-derived M2 macrophages

To identify and quantify the amount of infiltrated TAMs with the M2 phenotype, we tested the expression of CCL18, the hallmark of TAMs in paraffin-embedded pancreatic cancer samples by immunohistochemistry (IHC). Our results showed that the expression of CCL18 level in pancreatic cancer was significantly higher than that in corresponding normal pancreatic tissues (Supplementary Figure S1A). It was recently reported that pancreatic TAMs are primarily polarized M2 macrophages that are associated with cancer progression and metastasis^10,11^. Hence, we utilized an experimental model of monocyte-derived macrophage polarization as described in the Supplementary Methods^12^. The morphology of THP-1 cells following exposure to stimuli is shown in Supplementary Figure S1B. Consistently, the expression of CD68 and CD206 as determined by flow cytometry-based analysis significantly increased after differentiation, indicating that the cells became more M2-macrophage-like (Supplementary Figure S1C).

To further confirm the phenotype of the macrophages, we evaluated the mRNA and protein level of several M2-macrophage markers (CD163, CD206, fibronectin, CCL22, CCL18, and interleukin (IL)-10) using quantitative reverse transcriptase-polymerase (qRT-PCR) and enzyme-linked immunosorbent assay (ELISA), respectively. After 24 h of incubation with IL-4 and IL-13, CD206, fibronectin, and IL-10 expression were slightly increased, whereas the expression of CD163, CCL18, and CCL22 was unchanged compared with that of the respective control group. However, if the incubation time was increased to 48 h or even further to 72 h, the mRNA expression level of these six M2-macrophage markers was much higher (Supplementary Figure S1D-I). Consistent with the results described above, the expression pattern of M2 markers was also confirmed at the protein level by ELISA for CCL18, CCL22, and IL-10 (Supplementary Figure S1J-L). In conclusion, these results suggested that IL-4 and IL-13 successfully induced the alternative activated M2 phenotype macrophages.

### TAMs upregulate the expression of VCAM-1 in pancreatic cancer cells

As TAMs demonstrated potent protumoral properties in pancreatic cancer, we aimed to characterize the downstream molecular events responsible for TAMs-mediated pancreatic cancer malignant progression using the Human 12 × 135 K Gene Expression Array manufactured by Roche NimbleGen. 

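mRNA of PANC-1 cells, an established line of human pancreatic ductal adenocarcinoma, was profiled on 1-colour (Cy3) expression microarrays. The cells had grown alone (NPC group, 3 arrays) or had shared a transwell, in which a porous membrane separates the cell types, with TAMs for 4 days (NPM group, 3 arrays). The series also holds 3 arrays of PANC-1 cells alone and 3 of co-cultured PANC-1 cells under hypoxia, groups that the paper does not report. The paper names a Roche NimbleGen array with 45033 targets, whereas the submitters' description of the series names an Arraystar human mRNA array with 34487 targets, and the table analysed here holds 34487 features. The authors normalized the scanned signals by quantile normalization and RMA, a method that summarizes several probes into a single value per target. The table gives the resulting intensities on a linear scale, and these were log2-transformed before any test. Each feature was tested with limma, which borrows information on the spread from all features, over the 6 normoxia arrays, and p values were adjusted by the method of Benjamini and Hochberg over all features. Gene groups were lists of genes fixed before the data were examined, with a single feature per gene. Some members of several lists had been seen in Fig. 1e or 1f. The number of arrays, 3 per group, limits the precision of every value.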

Using a transwell coculture system, we co-cultured PANC-1 pancreatic cancer cells and TAMs for 4 days and subsequently investigated the differential expression profiles of mRNA in PANC-1 cells between the PANC-1-alone control group (NPC groups) and the PANC-1-co-cultured TAMs group (NPM groups). A total of 45,033 mRNA targets were detected by microarray probes in our two groups of samples. 

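Of the 34487 features with a value in each array, 14675 carried a gene name, and these stood for 13422 different genes. CCL5, a chemokine that attracts T cells and monocytes, was already bright in PANC-1 cells alone, at a log2 intensity of 12.27 ± 0.13 (SD, n = 3), above at least 89.1% of the features of each of these arrays. ICAM1, an adhesion molecule of the same family as VCAM1, had a log2 intensity of 14.71 ± 0.29 (SD, n = 3) in these cells. GPER1, the G protein-coupled estrogen receptor and the only measured gene among the CCL18 receptors studied in the paper, had a log2 intensity of 8.83 ± 0.57 (SD, n = 3) in the NPC group and 9.17 ± 0.27 (SD, n = 3) in the NPM group. Its log2 fold change of 0.34 (standard error 0.31, adjusted p = 0.696 from limma) did not pass the test, and as the only measured member it is also the result of the receptor list. CCL18 itself and the receptors PITPNM3, CCR6 and CCR8 had no named feature and were not analysed here.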

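At a fold change above 2 and an unadjusted p under 0.05 from limma, 288 features were higher and 348 were lower in the NPM group. The features with a gene name that reached the smallest p on the upper side, besides those that passed the adjusted threshold, included MBD5, which encodes a methyl-CpG-binding domain protein, with a log2 fold change of 2.23, and CFB, complement factor B, with 2.06 (adjusted p = 0.0816 from limma for both). On the lower side they included HILPDA, a lipid droplet protein induced by low oxygen, with a log2 fold change of -1.39 (adjusted p = 0.0816) and the cytokine gene IL1B with -2.75 (adjusted p = 0.0843). None of these 4 genes passed an adjusted p of 0.05. MBD5 lay above only 0.565% to 1.14% of the features of an NPC array, so that the size of its rise is uncertain. The 6 arrays had closely matched distributions, with lower quartiles of log2 intensity between 7.65 and 7.73 and upper quartiles between 10.82 and 10.91, and the median log2 fold change over all features was -0.0087.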

The scatter diagram, box, and volcano plot showed all the differentially expressed mRNAs with statistical significance between two experiment groups (Fig. 1a-c). Overall, 498 mRNAs were evaluated to be differentially modulated by fold change > 2.0, *p* value < 0.05 and FDR < 0.05, among which 216 mRNAs were upregulated, whereas 282 mRNAs were downregulated (GEO, http://www.ncbi.nlm.nih.gov/geo/, ID: GSE109110). 

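Genes induced by interferon-gamma were higher, and genes of cell division and DNA replication were lower, in PANC-1 cells co-cultured with TAMs than in cells grown alone. Of 22 measured genes induced by interferon-gamma, 14 rose and 1 fell at an adjusted p under 0.05 from limma, adjusted over the list alone. Among those that rose were APOL3, with a log2 fold change of 1.62 (standard error 0.20), UBD, which encodes the ubiquitin-like modifier FAT10, with 1.55 (standard error 0.19), and NLRC5, a transactivator of MHC class I genes, with 1.40 (standard error 0.17). The gene that fell was IDO1, an enzyme of tryptophan breakdown, with a log2 fold change of -1.15, and it was picked out after its values were seen. In the NPM arrays it lay within the lowest 5.77% of the features, which leaves the size of its fall uncertain. Of 21 genes induced by type I interferon, 4 rose and none fell when adjusted over the list alone, among them the antiviral GTPase MX1 with 1.31 (standard error 0.24) and XAF1 with 1.14 (standard error 0.22). Of 24 mitotic and proliferation genes, 18 fell and none rose when adjusted over the list alone, among them the spindle checkpoint kinase BUB1B by 1.09 (standard error 0.13) and RRM2, a subunit of ribonucleotide reductase, by 1.24 (standard error 0.16). Of 23 genes of the G1-S transition and DNA replication, 17 fell and none rose when adjusted over the list alone, among them MCM3, part of the replicative helicase, by 1.17 (standard error 0.16) and the sliding clamp PCNA by 0.94 (standard error 0.14). Of 18 genes of cholesterol synthesis and uptake, 6 fell and none rose when adjusted over the list alone, among them the isomerase IDI1 by 0.87 (standard error 0.20). With the arrays numbered 3, which stand apart from the rest, left out of both groups, none of these 18 passed limma over the list alone, and 7 were lower at an unadjusted p under 0.05.
The median log2 fold change was 0.80 over the interferon-gamma list, 0.49 over the type I interferon list, -0.79 over the mitotic list, -0.70 over the G1-S list and -0.43 over the cholesterol list. These lists moved as sets by camera with a preset correlation (adjusted p = 2.84e-12, 1.32e-06, 6.41e-18, 5.55e-11 and 4.15e-06, in that order, over 23 lists). With an estimated correlation they did not pass, with adjusted p = 0.0753 for the interferon-gamma, mitotic, G1-S and cholesterol lists and adjusted p = 0.143 for the type I interferon list. GBP2, GBP4, UBD, APOL3 and NLRC5 are named in Fig. 1e or 1f, so for them the direction of the interferon-gamma list is not independent evidence. In the fit with the replicate number as a block, 10 of the type I interferon genes in place of 4 rose when adjusted over the list alone. That fit also let 1 gene rise in the G1-S list, cyclin D1 (CCND1, log2 fold change 0.50), and 1 in the cholesterol list, the transcription factor SREBF2 (0.52), both named after their values were seen. Over all 34487 features, no gene of these 5 lists passed the adjusted threshold of limma. In the order of the lists, 15, 9, 0, 1 and 1 were higher and 1, 0, 19, 17 and 8 were lower at an unadjusted p under 0.05 from limma, and the methods' t-test with adjustment called 1, 0, 2, 1 and 0.
Subunits of the respiratory chain and ATP synthase had a median log2 fold change of -0.18 over 24 genes (adjusted p = 0.00279 from camera with the preset correlation, adjusted p = 0.183 with an estimated correlation), and 5 were lower at an unadjusted p under 0.05 from limma. The lists of glycolysis (median 0.0569, mean -0.0222, adjusted p = 0.664), hypoxia-induced genes (median -0.0742, adjusted p = 0.605), ATF4 targets (median -0.135, adjusted p = 0.792), epithelial genes (median -0.187, adjusted p = 0.439) and housekeeping genes (median -0.0379, adjusted p = 0.492) did not pass camera with the preset correlation. Markers of lymphocytes (median 0.19, adjusted p = 0.492) and of endothelial cells (median 0.0773, adjusted p = 0.634), neither of which was in the transwell, did not pass either.
Over all features, 8 passed an adjusted p of 0.05 from limma, 3 higher and 5 lower, and all 8 had changed by more than 2-fold. The count at any fold change was 346 without features under the 25th percentile of mean intensity, 872 with all 12 arrays in the fit, 940 with trend and robust settings of eBayes and 57 by the methods' t-test with adjustment. Of these, in the same order, 194, 338, 267 and 15 had changed by more than 2-fold. A fit with the replicate number as a block passed 1 feature. The block within each oxygen level over all 12 arrays, chosen after seeing the data, passed 1147 at any fold change, the 8 among them. Of the 1147, 436 had changed by more than 2-fold. Leaving out an array left 4 features without NPM replicate 3 and 0 by limma without any of the other 5 arrays, where between 3547 and 5377 features had an unadjusted p under 0.05.

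**Figure D1:**
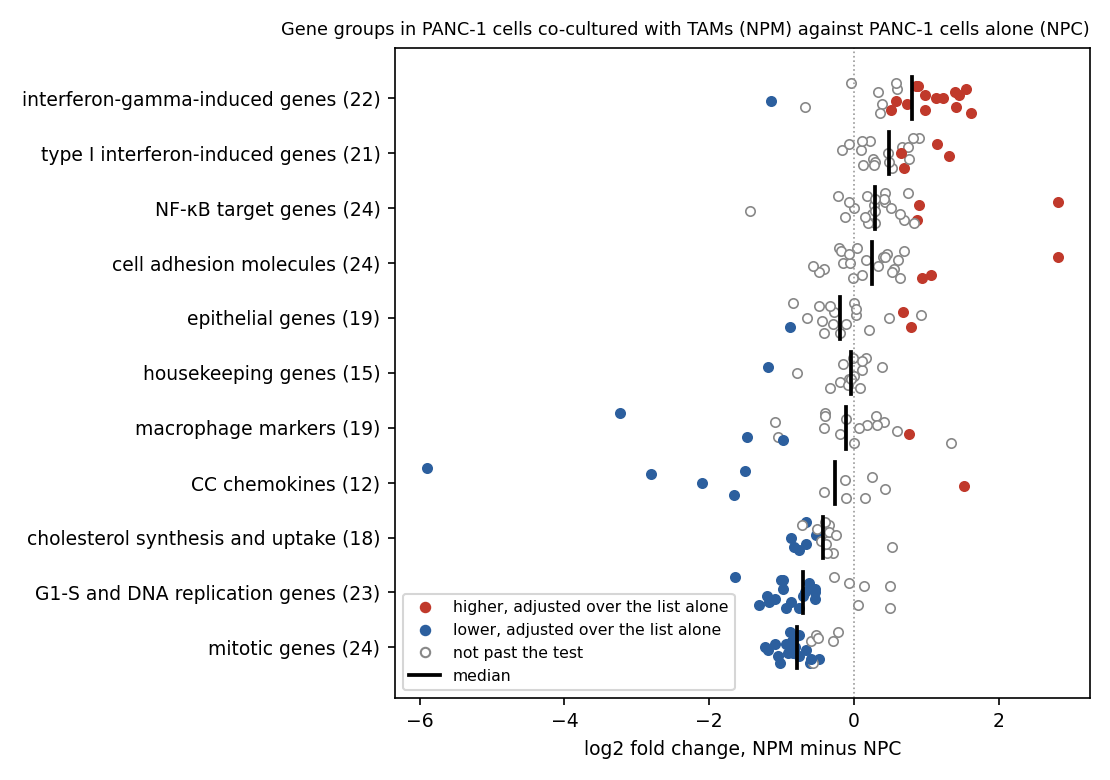
Log2 fold change of each measured gene of 11 gene lists in the NPM group against the NPC group, with a single point per gene and a black bar at the median of each list. Filled points passed an adjusted p of 0.05 from limma over the list alone, and the medians run from -0.79 for mitotic genes to 0.80 for genes induced by interferon-gamma.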

Heat map analysis and the hierarchical clustering showed that the mRNA expression patterns were distinguishable between these two groups (Fig. 1d,e). 

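Several chemokine genes and other immune genes were lower in the NPM group than in the NPC group. CCL22, which encodes the macrophage-derived chemokine, had a log2 intensity of 11.48 ± 0.18 (SD, n = 3) in the NPC group and 5.58 ± 0.75 (SD, n = 3) in the NPM group, a log2 fold change of -5.90 (standard error 0.37, adjusted p = 0.0145 from limma). CHI3L1, a secreted chitinase-like glycoprotein, fell by 4.44 (standard error 0.21, adjusted p = 0.00677), and LCP1, an actin-bundling protein of leukocytes, fell by 3.24 (standard error 0.16, adjusted p = 0.00677). CCL4, a chemokine that attracts monocytes and T cells, fell by 2.81 (standard error 0.22, adjusted p = 0.032). Of 12 measured CC chemokine genes, CCL22 and CCL4 fell over all features, and 5 fell and 1 rose when adjusted over the list alone. The others that fell were CCL3 with -1.50, CCL3L1 with -2.09 and CCL3L3 with -1.66, and the gene that rose was CCL5 with 1.52. The list had a median log2 fold change of -0.27 (adjusted p = 0.00716 from camera with the preset correlation, adjusted p = 0.128 with an estimated correlation). Much of it is named in Fig. 1e, so that its direction is not independent evidence. Of 7 MHC class II genes, 4 fell and 1 rose when adjusted over the list alone, HLA-DRA having a log2 fold change of -3.05 (standard error 0.48), but the list did not pass as a set (median -1.12, adjusted p = 0.192 from camera). CD74, HLA-DRA, HLA-DRB1 and HLA-DRB3 of this list are named in Fig. 1e or 1f, so that their directions are not independent evidence.
Of the 3 measured genes among the M2-macrophage markers the paper studied, CCL22 fell, while CD163 (log2 fold change 0.30, adjusted p = 0.748) and FN1 (-0.76, adjusted p = 0.496) did not pass limma, although FN1 fell over the list alone with the replicate number as a block (adjusted p = 0.0161). This list had a median of -0.76 (adjusted p = 0.0429 from camera, adjusted p = 0.183 with an estimated correlation), and it did not pass without NPC replicate 1 (adjusted p = 0.129) or without NPM replicate 2 (adjusted p = 0.101). Neither the genes of classically activated macrophages (median -0.61, adjusted p = 0.0919 from camera, with IL1B at -2.75 and IL6 at -1.43) nor the M2 cytokines of Table S1 (median -0.0911, adjusted p = 0.306) passed. Markers of macrophages, the other cell type of the transwell, had a median log2 fold change of -0.11 over 19 genes (adjusted p = 0.306 from camera). When adjusted over the list alone, LCP1, LYZ (-1.48) and FCER1G (-0.98) fell and C1QA (0.75) rose. With the replicate number as a block, FCER1G did not pass over the list alone (adjusted p = 0.0604), while CD53 (-1.05), picked out afterwards, fell and ADGRE1 (1.34) rose. LCP1, ADGRE1, CCL22 and IL1B are named in Fig. 1e, so that their directions in these lists are not independent evidence. In each NPM array, CCL22 lay within the lowest 4.17%, CHI3L1 within the lowest 0.357% and LCP1 within the lowest 0.0348% of the features, so that the sizes of these falls are uncertain. The same limit holds for HLA-DRA, within the lowest 2.15% of the features of each NPM array, and for LYZ, within the lowest 1.05%. C1QA lay within the lowest 5.99% of the features of each NPC array, so that the size of its rise is uncertain too. The adjusted p with the replicate number as a block was 0.0256 for CHI3L1, 0.0576 for LCP1, 0.0582 for CCL22 and 0.137 for CCL4. Without NPM replicate 3 it was 0.0446, 0.0446, 0.00754 and 0.0888. Leaving out any of the other 5 arrays gave adjusted p of 0.0522 or more for these 4 genes.
Of the genes shown in Fig. 1e and 1f as higher in the NPM group, 22 of 28 were measured, 22 had a positive log2 fold change and 3 passed the adjusted threshold. Of those shown as lower, 27 of 30 were measured, 25 had a negative log2 fold change and 4 passed. These genes were picked by the study on the same arrays, so the tally is not independent evidence. Average-linkage clustering of the 6 arrays on 1 - Pearson r over all features placed replicates 1 and 2 of both groups on a branch and replicate 3 of both groups on the other. Complete linkage and the 1000 most variable features gave the same branches. Across features, which are not independent replicates, the correlation between arrays was 0.943 to 0.973 within a group and 0.926 to 0.972 between groups. The first principal component, with 41.1% of the variance, set replicate 3 of both groups apart, and the second, with 22.8%, separated the NPC arrays from the NPM arrays.

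**Figure D2:**
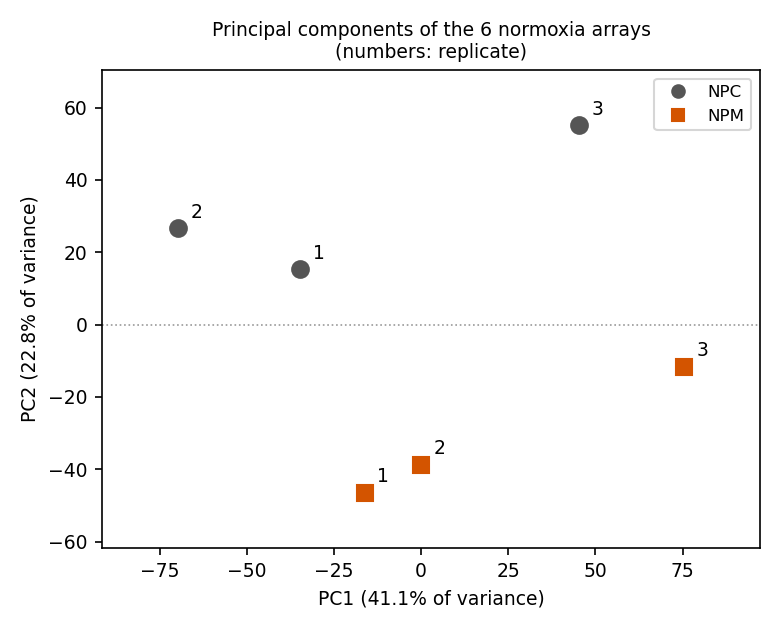
Scores of the 3 NPC and 3 NPM arrays on the first and second principal components of log2 intensity over all features, which hold 41.1% and 22.8% of the variance. The NPC arrays lie between 15.3 and 55.1 and the NPM arrays between -46.5 and -11.6 on the second component, and replicate 3 of both groups lies at 45.3 and 75.4 on the first.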

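VCAM1, which encodes an adhesion molecule that binds integrins of leukocytes, was higher in PANC-1 cells co-cultured with TAMs than in cells grown alone, with a log2 intensity of 7.89 ± 0.20 (SD, n = 3) in the NPM group and 5.07 ± 0.12 (SD, n = 3) in the NPC group. This is a 7.07-fold difference, or a log2 fold change of 2.82 (standard error 0.17, adjusted p = 0.0145 from limma). NPTX1, a secreted pentraxin best known from synapses, rose by 2.73 on the log2 scale (standard error 0.20, adjusted p = 0.0259), from 7.99 ± 0.29 to 10.72 ± 0.16 (SD, n = 3). CD74, the invariant chain of MHC class II molecules, rose by 1.98 (standard error 0.14, adjusted p = 0.0259) in the feature NM_001025158, while its features NM_004355 and NM_001025159 had log2 fold changes of 2.34 (adjusted p = 0.0843) and 0.87 (adjusted p = 0.25). Every NPM array lay above every NPC array for VCAM1, NPTX1 and this CD74 feature (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Such features were picked among those whose groups did not overlap, so that this separation is not further evidence. Among the genes with the smallest p that did not pass the adjusted threshold of limma were ANO9 with a log2 fold change of 1.61 (adjusted p = 0.0738), PARP14 with 1.28 and CRISPLD2 with 1.38 (adjusted p = 0.0843 for both). CX3CL1, a membrane-bound chemokine, was 2.83-fold higher (adjusted p = 0.0816). PML, a gene of nuclear bodies that interferon induces, had a log2 fold change of 1.87 (adjusted p = 0.0843) in the feature NM_033238 and of only 0.178 to 0.435 (adjusted p = 0.318 or more) in its other features. In the NPC group VCAM1 lay above only 0.302% to 0.629% of the features of an array, and in the NPM group above 25.5% to 32.1%, so that the size of its rise from this low intensity is uncertain. With the replicate number as a block the adjusted p was 0.0582 for VCAM1 and 0.137 for NPTX1 and CD74. Leaving out any of the 6 arrays gave 0.0678 to 0.159 for VCAM1 and 0.0786 or more for NPTX1 and CD74.

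**Figure D3:**
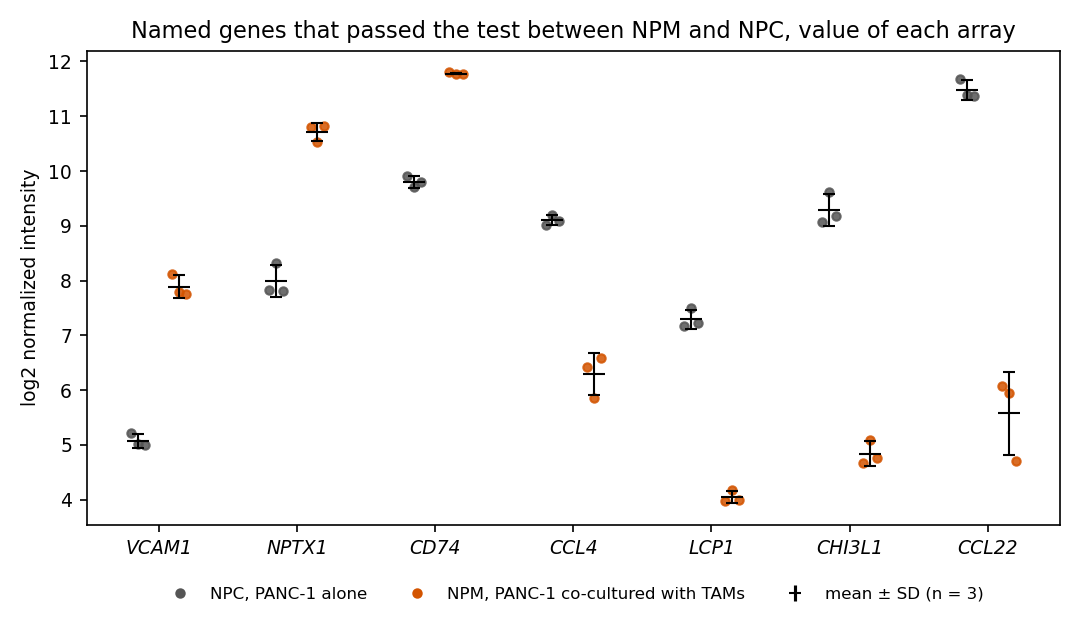
Log2 intensity of the 7 genes with a name that passed an adjusted p of 0.05 from limma, in each of the 3 NPC and 3 NPM arrays, with the mean and SD of each group. VCAM1, NPTX1 and CD74 are higher in each NPM array than in each NPC array, and CCL4, LCP1, CHI3L1 and CCL22 are lower.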

In the present study, the top 10 upregulated mRNAs are listed by fold change, among which the cell adhesion molecule VCAM-1 was the most upregulated gene with ~ 7.07-fold change (Fig. 1f).

**Fig. 1:**
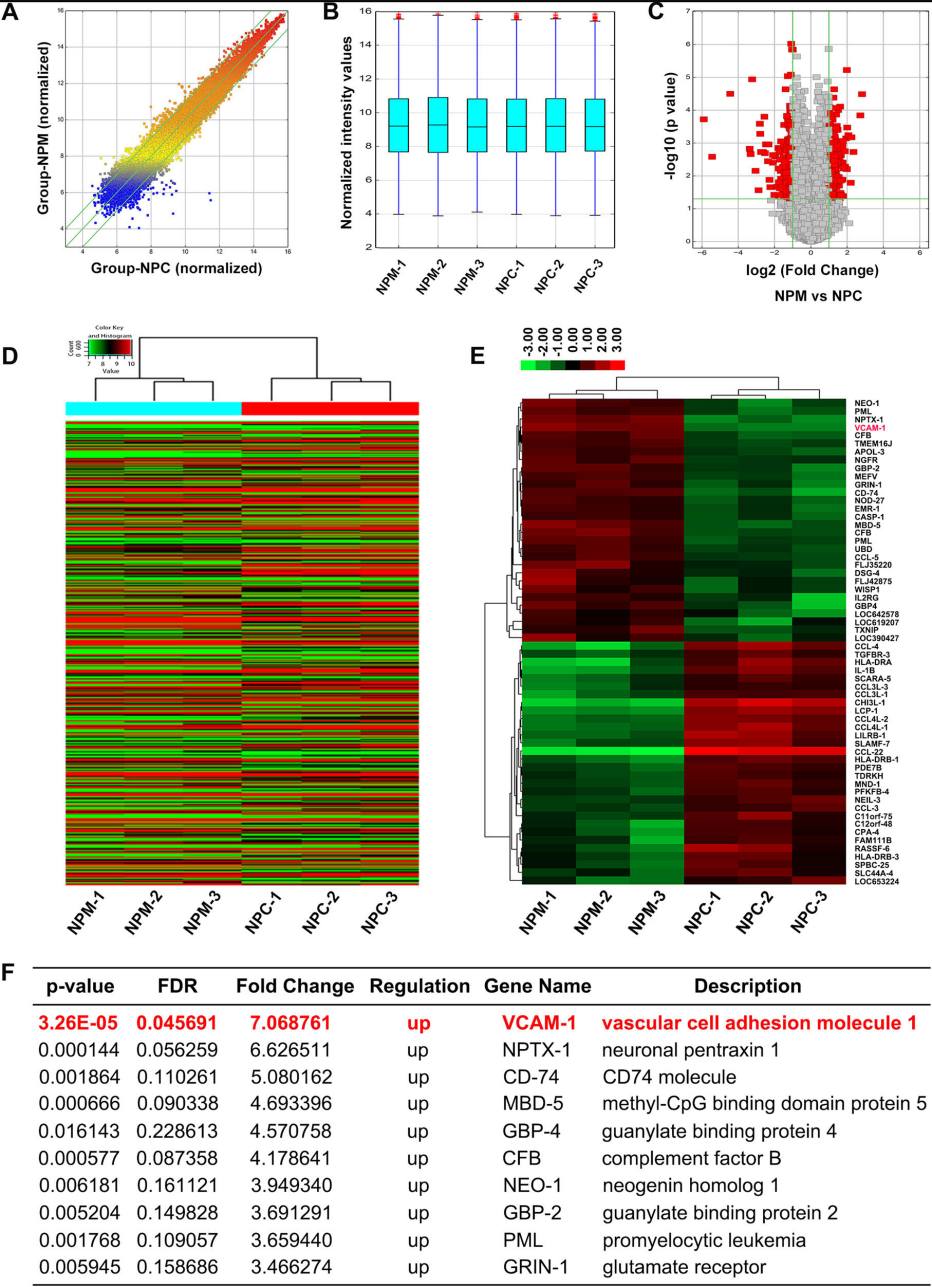
Differences and characterizations in mRNA expression profiles between pancreatic cancer cell line PANC-1-alone control groups (NPC groups) and the PANC-1-co-cultured TAMs groups (NPM groups). **a** Scatter plots are used to evaluate the difference in the expression of mRNAs between the NPC groups and the NPM groups. The values plotted on *X* and *Y* axes are the averaged normalized signal values of each group (log2 scaled). The middle green line refers to no difference between the two groups, and the flanking green lines represent twofold changes. The mRNAs above the top green line and below the bottom green line indicate more than twofold changes between the two groups. **b** Box plots for the normalized gene expression data of the NPC groups and the NPM groups. **c** Volcano plots used for visualizing differential expression between two different conditions. The vertical lines correspond to twofold (log2 scaled) up and down, respectively, and the horizontal line represents a *p* value of 0.05 (−log10 scaled). The red points in plot represent the differentially expressed mRNAs with statistical significance. **d** Hierarchical cluster analysis of all target mRNAs. The mean entities of all target mRNAs, where at least three out of six samples have flags in present or marginal. Flags are attributes that denote the quality of the entities using methods from GeneSpring software. **e** Hierarchical cluster analysis of the top 30 up and downregulated mRNAs. Red and green colors represent up- and downregulated genes, respectively. **f** The top 10 upregulated mRNAs are listed by fold change, among which the cell adhesion molecule VCAM-1 was the most upregulated gene with ~ 7.07-fold change

Aberrant VCAM-1 expression occurs in various solid tumor, including breast tumor, melanomas, and renal carcinoma^13,14^. However, the role of VCAM-1 in pancreatic cancer remains elusive. Hence, we identified VCAM-1 as a gene of interest and set out to determine whether VCAM-1 facilitates malignant progression of pancreatic cancer and participates in the cross-talk between tumor cells and TAMs. 

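Of 24 measured adhesion molecules of the immunoglobulin, selectin, cadherin and integrin families, VCAM1 was the only gene to rise over all features, and 3 rose and none fell when adjusted over the list alone. The others were L1CAM, a neural adhesion molecule, with a log2 fold change of 1.06 (standard error 0.17), and ITGA5, the alpha subunit of a fibronectin receptor, with 0.94 (standard error 0.18). ICAM1 with 0.69 (standard error 0.24, adjusted p = 0.279 from limma) did not pass, but did over the list alone with the replicate number as a block (adjusted p = 0.0247). Of 24 measured target genes of NF-kB, the transcription factor family through which VCAM1 is induced by inflammatory cytokines, VCAM1 rose over all features. VCAM1, the mitochondrial superoxide dismutase SOD2 (0.87, standard error 0.14) and CD83 (0.89, standard error 0.18) rose when adjusted over the list alone. Of 16 mesenchymal genes, 4 rose and none fell when adjusted over the list alone, among them ITGA5, MMP2 with 0.62 and TGFBI with 0.57. With the arrays numbered 3 left out of both groups, none of the 16 passed limma over the list alone (4 higher and 1 lower at an unadjusted p under 0.05), and 1 of the NF-kB targets passed in place of 3. The median log2 fold change was 0.25 over the adhesion list (adjusted p = 0.00846 from camera with the preset correlation), 0.29 over the NF-kB list (adjusted p = 4.15e-06) and 0.13 over the mesenchymal list (adjusted p = 0.0242). With an estimated correlation these lists did not pass (adjusted p = 0.128, adjusted p = 0.142 and adjusted p = 0.267). With this block the mesenchymal list did not pass (adjusted p = 0.0668) and FN1 fell over the list alone, and 7 NF-kB targets in place of 3 rose and 1, IL6, fell over theirs. Without NPM replicate 3 or NPC replicate 3 the adjusted p of the mesenchymal list was 0.0537 or 0.217. VCAM1 is named in Fig. 1f, so its part in the adhesion and NF-kB lists is not independent evidence. From the rank of VCAM-1 as the most upregulated gene on the microarray, its aberrant expression in other solid tumors and its unresolved role in pancreatic cancer, the paper selects VCAM-1 as the gene to study in the cross-talk between tumor cells and TAMs.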

RT-qPCR and western blotting showed that VCAM-1 was upregulated in PANC-1 and Capan-2 PDAC cells only when co-cultured with M2-polarized macrophages, validating our microarray results (Fig. 2a, b). To investigate VCAM-1 mRNA expression levels in PDAC, we performed qRT-PCR analysis on total RNA extracted from 134 PDAC tissues and their matched non-neoplastic counterparts. Our current results showed that VCAM-1 mRNA was significantly overexpressed in PDAC samples in comparison with those in corresponding normal tissues (Fig. 2c, d). Subsequently, we randomly selected four paired PDAC samples to evaluate the VCAM-1 protein expression level using western blotting analysis. In agreement with the above-mentioned PCR observations, the results confirmed that VCAM-1 protein level was significantly upregulated in PDAC tissues (Fig. 2e). Moreover, five PDAC cell lines (PANC-1, Capan-2, SW1990, BxPC-3, and MIA PaCa-2) also showed significantly higher VCAM-1 mRNA and protein levels than the pancreatic ductal epithelium cell line HPDE6-C7, with the first two highest expressions observed in PANC-1 and Capan-2 cells (Fig. 2f, g).

**Fig. 2:**
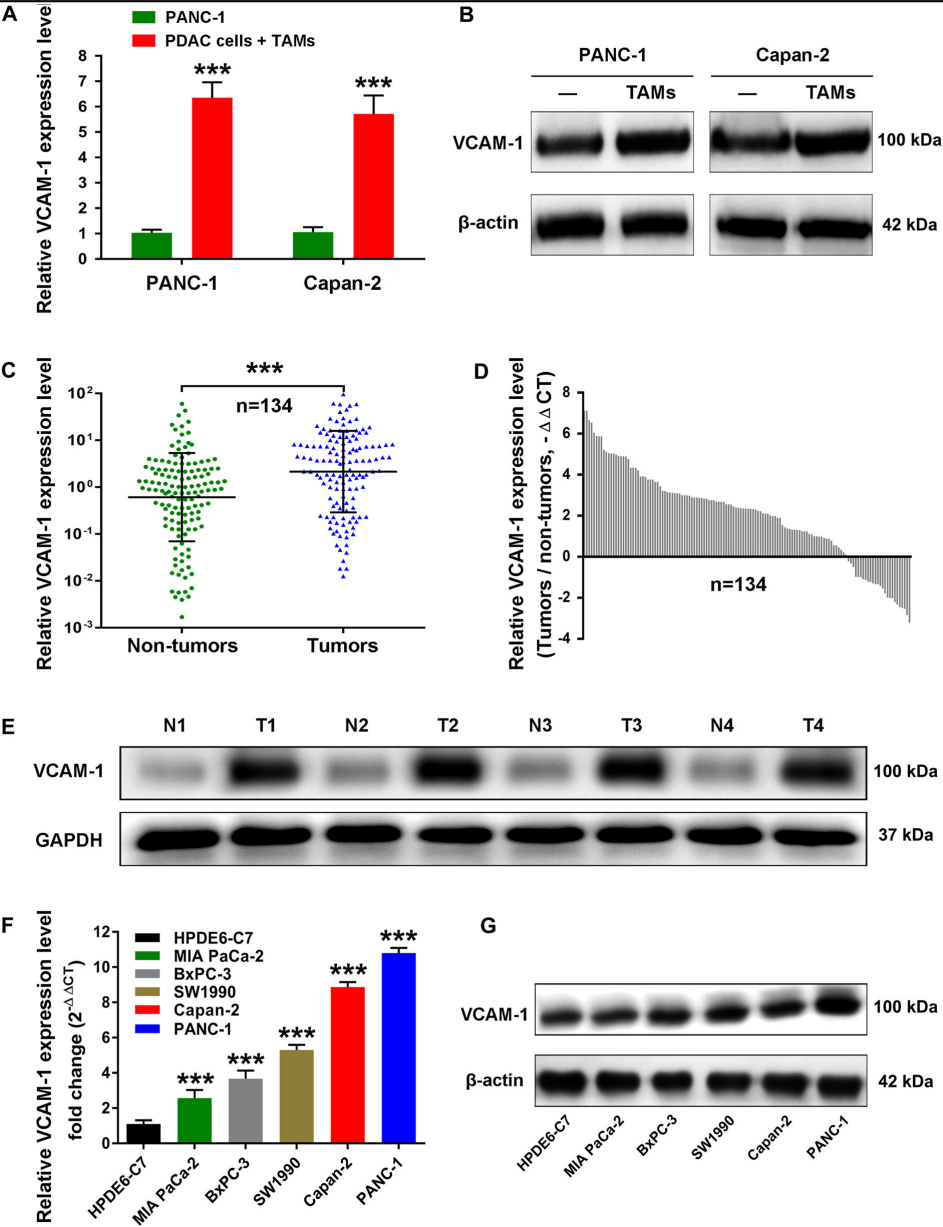
VCAM-1 is aberrantly overexpressed in PDAC tissues and cell lines. **a**,** b** The mRNA and protein levels of VCAM-1 in PANC-1 and Capan-2 cells were measured by qRT-PCR and western blotting analysis. The PANC-1 and Capan-2 cells were cultured alone, or co-cultured with TAMs for 4 days. **c**,** d** The mRNA level of VCAM-1 in 134 paired PDAC tissues and corresponding adjacent non-tumorous tissues by qRT-PCR. VCAM-1 expression levels from all tissues were normalized to β-actin expression (∆CT) and then compared with a non-tumorous tissue and converted to fold change (2^−∆∆CT^). **e** The protein level of VCAM-1 in 4 paired PDAC tissues and their corresponding adjacent non-tumorous tissues by western blotting analysis. **f**,** g** The mRNA and protein levels of VCAM-1 were evaluated in five pancreatic cancer cell lines compared with the pancreatic ductal epithelium cell line HPDE6-C7 by qRT-PCR and western blotting analysis. ***: *p* < 0.001

### NF-kB activation is involved in CCL18/PITPNM3-induced VCAM-1 upregulation in pancreatic cancer cells

To identify the cytokines secreted by TAMs that upregulated the expression of VCAM-1 of PDAC cells, we first performed qRT-PCR to screen a panel of cytokines related to M2 macrophages in IL-4-treated vs untreated THP-1 monocyte-derived macrophages. As shown in Supplementary Figure S2A, CCL18 is the most abundantly paracrine cytokine in IL-4-treated M2-polarized macrophages compared with IL-4-untreated M0 macrophages. Using qRT-PCR and ELISA analysis, we next examined the CCL18 mRNA and protein level in various PDAC cell lines (PANC-1, Capan-2, BxPC-3, and SW1990). Compared with IL-4-unactivated M0 macrophages, these four PDAC cell lines exhibited faint CCL18 mRNA expression levels. IL-4, which is sufficient to induce the CCL18 expression in THP-1-derived macrophages, did not upregulate the CCL18 mRNA or the soluble CCL18 protein level in the culture supernatant of PDAC cells (Supplementary Figure S2B-C). Our data revealed that CCL18 was either not expressed or was merely expressed at a very low level in cultured PDAC cells.

Next, we measured the CCL18 mRNA levels in fresh frozen PDAC tissues, using normal pancreatic tissues as a control. Using qRT-PCR analysis, we found that the mRNA levels of CCL18 from PDAC tissues were significantly increased compared with those of normal pancreatic tissues (Supplementary Figure S2D). Moreover, ELISA assay further confirmed that the CCL18 protein levels in the serum of patients with PDAC were significantly higher than in those with benign pancreatic disease (Supplementary Figure S2E). Recent studies have reported that CCR6, CCR8, PITPNM3 (also named PYK2 N-terminal domain-interacting receptor 1, Nir1) and GPR30 are potential receptors of CCL18^15,16^. Therefore, we then evaluated the mRNA expression level of these CCL18 potential receptors in PDAC cell lines by qRT-PCR. Our data indicated that these four potential receptors were diversely expressed in different PDAC lines, among which PITPNM3 is the most abundantly expressed receptor in all four cell lines (Supplementary Figure S2F). In addition, using qRT-PCR and IHC, we found that the mRNA and protein levels of PITPNM3 from PDAC tissues were markedly increased compared with normal pancreatic tissues (Supplementary Figure S2G-H). These results suggest TAMs-derived CCL18 may exert effects on the biological behavior of pancreatic cancer cells through binding to the overexpressed receptor PITPNM3.

Previous studies have reported that CCL18 released by TAMs promotes pancreatic cancer growth and metastasis, causing poor survival of PDAC patients^17,18^. Therefore, we examined whether CCL18/PITPNM3 axis regulates the VCAM-1 expression level in PDAC cells. We found that PDAC cells treated with 20 ng/ml CCL18 had a significant increase in the mRNA and the protein levels of VCAM-1. On the other hand, when co-cultured with TAMs and anti-CCL18-neutralizing antibody (10 μg/ml) or when silencing PITPNM3 by siRNA before treating cells with 20 ng/ml CCL18, the effect of CCL18 in upregulating the VCAM-1 expression level was abrogated, as evidenced by the return of VCAM-1 mRNA and protein level to the baseline level (Supplementary Figure S3A-B). However, the mechanism by which CCL18/PITPNM3 axis elevates the expression level of VCAM-1 in PDAC cells remains unclear.

It is reported that multiple regulatory factors were involved in the regulation of VCAM-1 expression, including NF-kB, MAPKK 1/2, PLC, p300/CBP, PKC, EGFR, mTOR, PI3K, and miR-126^19,20^. A recent study showed that CCL18 from activated macrophages induced epithelial–mesenchymal transition of breast cancer cells through the activation of NF-kB pathway^21^. Hence, we proposed that CCL18/PITPNM3 biological axis might upregulate VCAM-1 expression of PDAC cells via activating NF-kB. To clarify the roles of NF-kB in CCL18/PITPNM3-induced VCAM-1 expression, we measured the phosphorylation of IKK, IKBα and p65 using western blotting analysis. As shown in Supplementary Figure S3C-E, CCL18 remarkably increased the VCAM-1 mRNA and protein level, and simultaneously enhanced the level of phospho-IKK, phospho-IKBα, and phospho-p65 in PITPNM3-overexpressing Capan-2 cells. Interestingly, the effect of CCL18 in inducing the VCAM-1 expression and the phosphorylation of IKK, IKBα, and p65 in Capan-2 cells was significantly attenuated when PITPNM3 was silenced by corresponding siRNA. In addition, as expected, the treatments with the p65 specific inhibitor BAY-117082 and the IKBα-specific inhibitor JSH-23 prohibited the effect of CCL18 in inducing VCAM-1 upregulation, as evidenced by the return of VCAM-1 mRNA and protein levels to the baseline levels. As shown in Supplementary Figure S3F, we found that NF-kB activity was escalated to a 3.4-fold increase in CCL18-treated Capan-2 cells. The TNF-α-treated PDAC cells were used as positive control. In line with the results above, we revealed that CCL18-induced p65 nuclear translocation could be reversed by both NF-kB pathway inhibitors (BAY-117082 and JSH-23) and si-PITPNM3, suggesting that CCL18 induced the activation of the NF-kB pathway through the overexpressed receptor PITPNM3 (Supplementary Figure S3G). Collectively, our results indicated that NF-kB activation is involved in the CCL18/PITPNM3-mediated upregulation of VCAM-1 in PDAC cells.

### VCAM-1 mediates proliferation and G1-S checkpoint of PDAC cells *in vitro*

To further investigate the causal role of VCAM-1 in PDAC progression, *in vitro* functional characterizations were performed. First, qRT-PCR and western blotting analysis revealed that the expression of VCAM-1 was significantly reduced by specific siRNAs and upregulated by pcDNA3.1-cDNA vectors in PANC-1 and Capan-2 cells, correspondingly (Fig. 3a, b). Compared with si-NC cells, VCAM-1 downregulation greatly attenuated tumor cell proliferation in PANC-1 and Capan-2 cells, as determined by a CCK-8 assay. In contrast, VCAM-1 overexpression had the opposite effect (Fig. 3c, d). Consistently, the colony formation assays further confirmed these findings (Fig. 3e). In addition, flow cytometry analysis further demonstrated that VCAM-1 downregulation induced an accumulation of PDAC cells in G0/G1 phase, accompanied by a significant decrease in cells in S phase (Fig. 3f, g). In contrast, VCAM-1 overexpression had the opposite effect on apoptosis and cell cycle distribution (Fig. 3h, i). However, dysregulation of VCAM-1 made no difference to the proportion of apoptotic cells (data not shown). Thus, the VCAM-1-induced promotion of PDAC cells proliferation appeared to be mediated by modulation of the G1-S checkpoint, rather than by apoptosis.

**Fig. 3:**
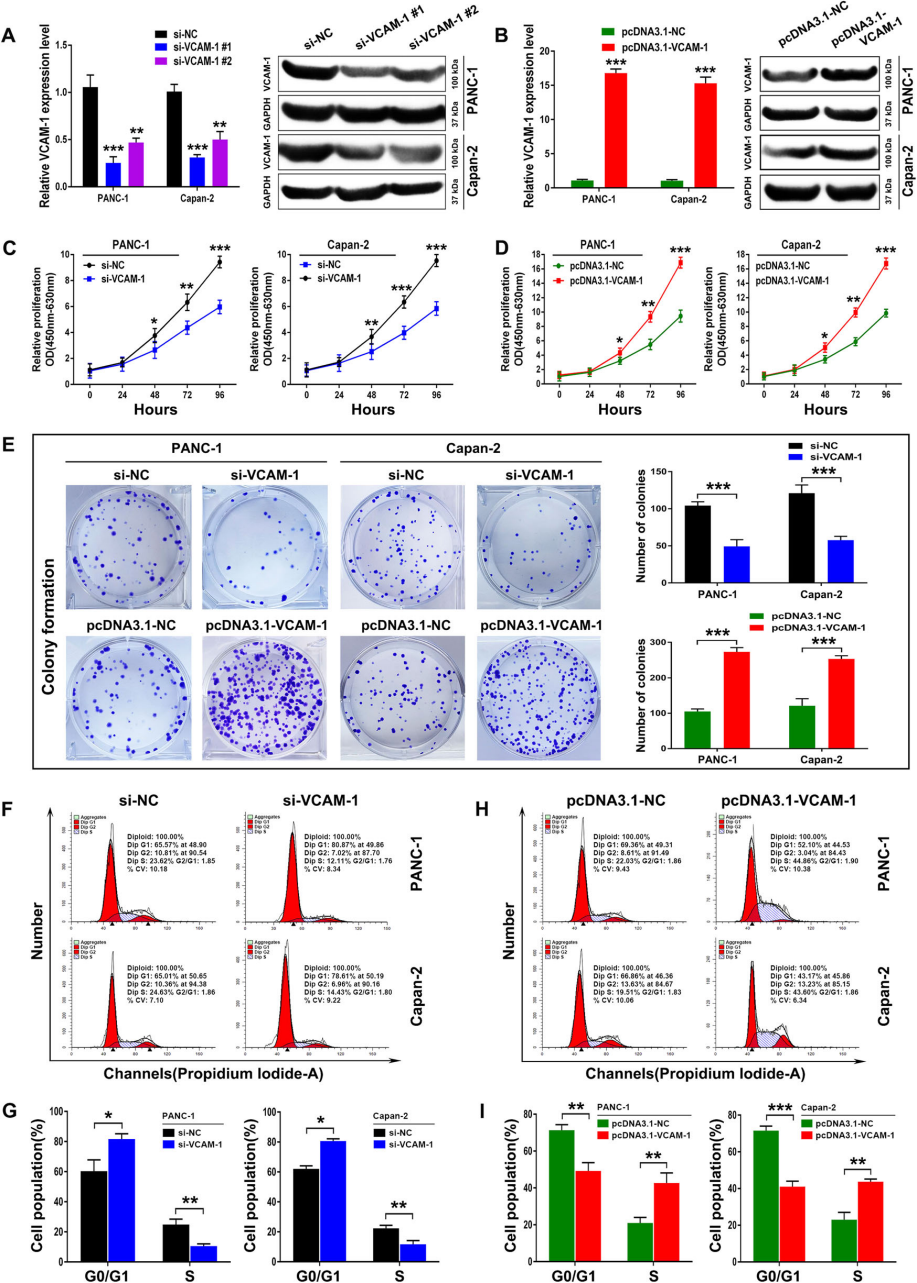
VCAM-1 mediates proliferation and G1-S checkpoint of PDAC cells *in vitro*. **a** The expression of VCAM-1 was suppressed by specific siRNAs in PANC-1 and Capan-2 cells. **b** The expression of VCAM-1 was overexpressed by transfecting pcDNA3.1-VCAM-1 into PANC-1 and Capan-2 cells. **c** The cell viability of si-NC or si-VCAM-1 transfected PANC-1 and Capan-2 cells, as determined by CCK-8 assay. **d** The cell viability of pcDNA3.1-NC or pcDNA3.1-VCAM-1 transfected PANC-1 and Capan-2 cells, as determined by CCK-8 assay. (**e**) Top: The proliferation of si-NC or si-VCAM-1 transfected PANC-1 and Capan-2 cells by colony formation assay. Bottom: The proliferation of pcDNA3.1-NC or pcDNA3.1-VCAM-1 transfected PANC-1 and Capan-2 cells by colony formation assay. **f**, **g** The cell cycle distribution of si-NC or si-VCAM-1 transfected PANC-1 and Capan-2 cells by flow cytometry analysis. **h**, **i** The cell cycle distribution of pcDNA3.1-NC or pcDNA3.1-VCAM-1 transfected PANC-1 and Capan-2 cells by flow cytometry analysis. Values represented the mean ± SD from three independent experiments. *, ** or ***: significantly different from the corresponding control, *p* < 0.05, *p* < 0.01 or *p* < 0.001, respectively, by Student’s *t*-test

### VCAM-1 promotes PDAC cell migration and invasion *in vitro*

Enhanced cell migration and invasion abilities have a pivotal role in cancer development, leading to poor prognosis. Our wound-healing scratch assay illustrated that VCAM-1 knockdown in PDAC cells markedly decreased cell motility compared with the si-NC control group, whereas the ectopic expression of VCAM-1 had the opposite effect (Fig. 4a, b). Moreover, the transwell assay further demonstrated that knockdown of VCAM-1 dramatically attenuated the migration and invasion of PANC-1 and Capan-2 cells (Fig. 4c). Conversely, the overexpression of VCAM-1 significantly increased the migration and invasion of these two cell lines (Fig. 4d). These observations indicated that VCAM-1 facilitated PDAC cell migration and invasion *in vitro*.

**Fig. 4:**
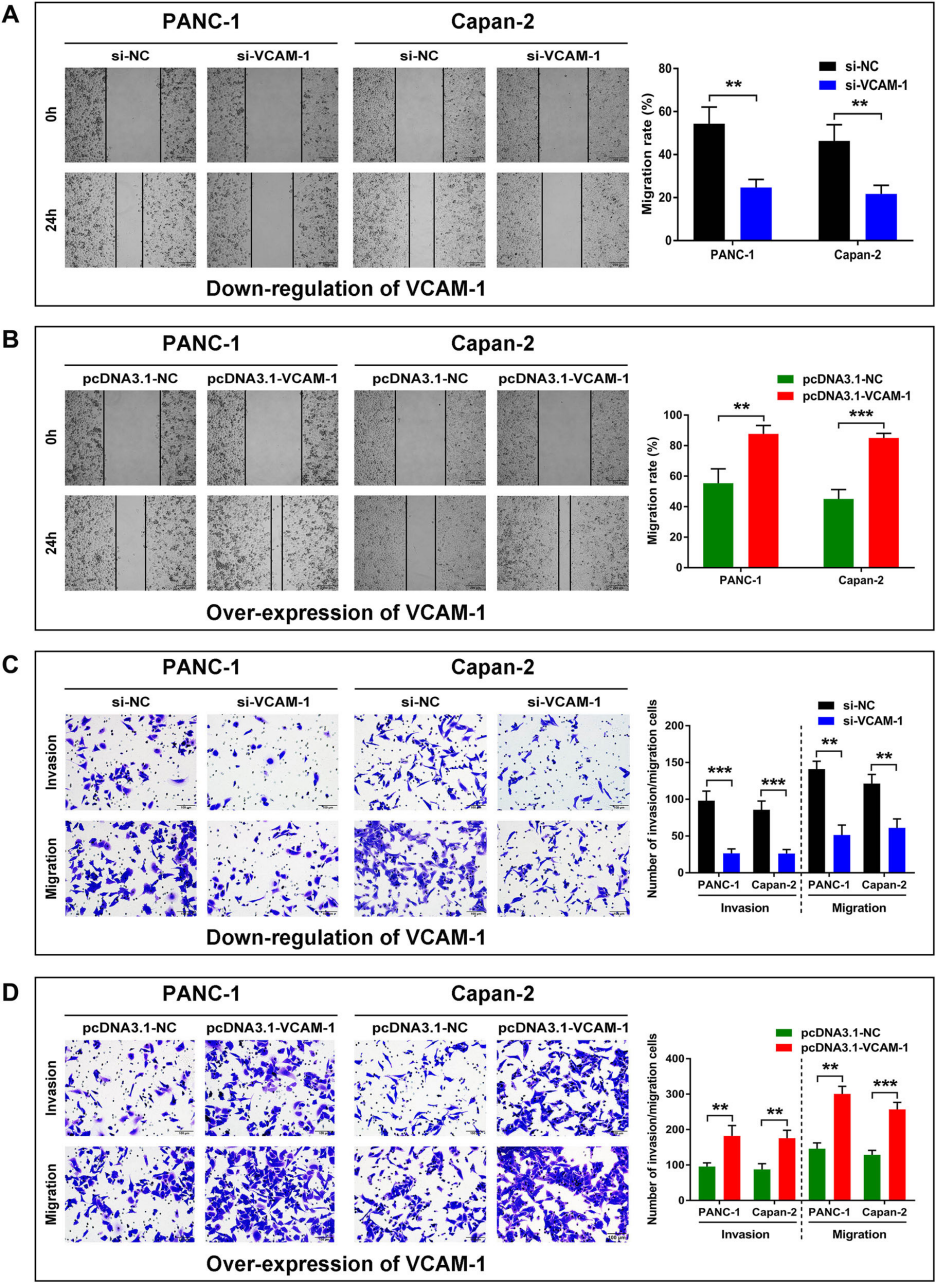
VCAM-1 mediates migration and invasion of PDAC cells *in vitro*. PDAC Cell line PANC-1 and Capan-2 were treated as in described in the Materials and methods. **a** The motility of PANC-1 and Capan-2 cells transfected with si-VCAM-1 when compared with the controls by wound-healing assay. **b** The motility of PANC-1 and Capan-2 cells transfected with pcDNA3.1-VCAM-1 when compared with the controls by wound-healing assay. **c** The migration and invasion of PANC-1 and Capan-2 cells transfected with si-VCAM-1 when compared with the controls by transwell assay. **d** The migration and invasion of PANC-1 and Capan-2 cells transfected with pcDNA3.1-VCAM-1 when compared with the controls by transwell assay. Values represented the mean ± SD from three independent experiments. *, ** or ***: significantly different from the corresponding control, *p* < 0.05, *p* < 0.01 or *p* < 0.001, respectively, by Student’s *t*-test

### VCAM-1 mediates recruitment of TAMs to pancreatic cancer cells *in vitro*

Monocytic cells including macrophages enhance tumor progression. Macrophage recruitment seems to correlate with multiple molecular mechanisms such as specific chemokines and endothelial–leukocyte adhesion molecules^22^. To gain insights into the pathological cross-talk between tumor and stromal cells, we next explored the expression of VCAM-1 in PDAC cells and its dynamic relationship with macrophages recruitment. To determine whether VCAM-1 on PDAC cells can bind leukocytes, we incubated Hoechst 33342-labeled PANC-1 or Capan-2 monolayers with a suspension of BCECF-AM-labeled THP-1 cells, a human monocyte cell line. Our cell–cell binding assays demonstrated that the si-NC PANC-1 or Capan-2 cells bound over four- to sixfold as many THP-1 cells as did the si-VCAM-1 PDAC cells (Supplementary Figure S4A-C). Moreover, addition of a blocking antibody against VCAM-1 significantly inhibited the binding of THP-1 cells to PDAC cells (Supplementary Figure S4D-F). Thus, we concluded that VCAM-1 on PDAC cells might tether monocytes to cancer cells via counter–receptor interaction, providing a survival advantage to PDAC cells that infiltrate leukocyte-rich microenvironments.

### VCAM-1 facilitates the Warburg effect of PDAC cells *in vitro*

Some of the most recent studies have validated that breast cancer cells with aberrant expression of VCAM-1 have a growth advantage in leukocyte-rich milieu via excessive activation of the PI3K/Akt biological axis^23^. Accumulating evidence has confirmed that PI3K/Akt pathway hyperactivation is closely connected with various cellular processes that support the survival and growth of tumor cells, including the so-called “Warburg effect”^24^. Thus, we examined the change in aerobic glycolysis in VCAM-1-silenced PANC-1 and Capan-2 cells by using Seahorse XF analyzers. Our data revealed that the extracellular acidification rate (ECAR) significantly decreased in VCAM-1 knockdown cells, indicating that silencing VCAM-1 inhibited the glycolytic process in PDAC cells (Fig. 5a, b). In contrast, VCAM-1 overexpression had the opposite effect (Fig. 5e, f). Accordingly, silencing VCAM-1 also led to a strong decrease in glucose uptake and lactate production (Fig. 5c, d), whereas VCAM-1 overexpression resulted in a significant increase in glucose uptake and lactate production of both PDAC cell lines (Fig. 5g, h). Consistent with the above results, the acidification of the culture medium via visually inspecting the color of the medium further confirmed these findings (Fig. 5I, j). Collectively, our results reinforced the contribution of adhesion molecule VCAM-1 to the maintenance of the Warburg effect in PDAC cells.

**Fig. 5:**
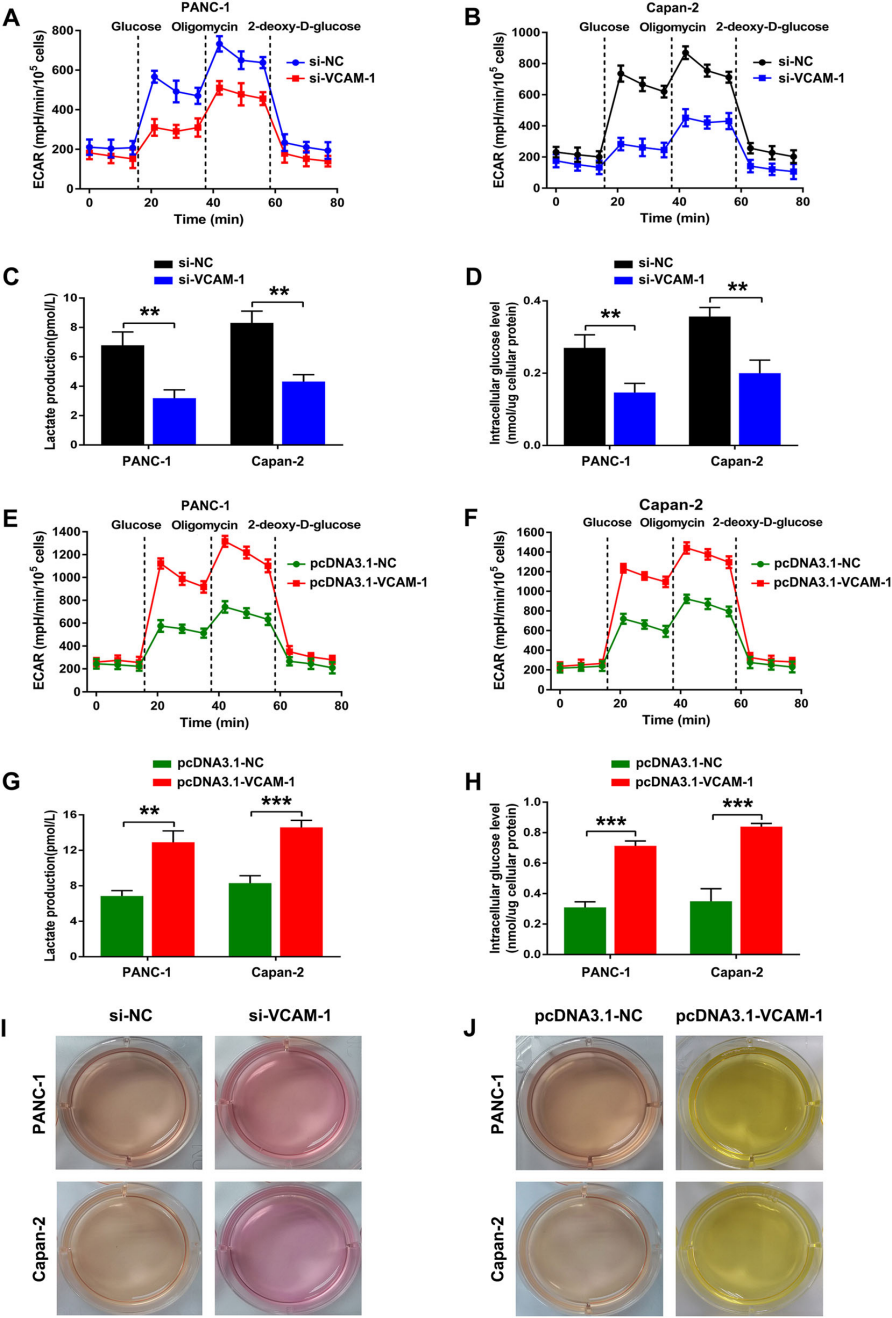
VCAM-1 modulates the Warburg effect of PDAC cells *in vitro*. **a**,** b** Silencing VCAM-1 expression abrogated the glycolytic capacity of PANC-1 and Capan-2 cells, as reflected by ECAR analysis. **c**,** d** Silencing VCAM-1 expression inhibited the glucose uptake and lactate production of PANC-1 and Capan-2 cells. Intracellular glucose levels were measured and normalized based on protein concentration. **e**, **f** Ectopic VCAM-1 expression facilitated the glycolytic capacity of PANC-1 and Capan-2 cells, as reflected by ECAR analysis. **g**, **h** Ectopic VCAM-1 expression promoted the glucose uptake and lactate production of PANC-1 and Capan-2 cells. **i** PANC-1 and Capan-2 cells expressing si-NC or si-VCAM-1 were cultured under normoxic conditions for 24 h. Acidification of the culture medium was evaluated by visually inspecting the color of the medium. **j** PANC-1 and Capan-2 cells expressing pcDNA3.1-NC or pcDNA3.1-VCAM-1 were cultured under normoxic conditions for 24 h. Acidification of the culture medium was evaluated by visually inspecting the color of the medium. ** or ***: significantly different from the corresponding control, *p* < 0.01 or *p* < 0.001, respectively, by Student’s *t*-test

### Lactate produced by VCAM-1-mediated Warburg effect regulates the functional polarization of macrophages *in vitro*

Malignant conversion of normal cells accompanied by aerobic glycolysis results in enhanced glucose uptake and lactate production^6^. However, whether lactate contribute to the phenotype polarization of macrophages in the tumor microenvironment of PDAC is yet to be fully explored. To further investigate the biological effect of VCAM-1-derived lactate on the phenotype and function of macrophages, we incubated THP-1-derived unactivated macrophages (M0) with conditioned medium derived from si-NC or si-VCAM-1 PDAC cells combined with quercetin. As shown in Fig. 6a, M0 macrophages incubated with conditioned medium derived from si-VCAM-1 PDAC cells or treated with quercetin alone were less spindle-shaped and were rounder in appearance, and thus morphologically distinct from M0 macrophages incubated with conditioned medium derived from si-NC PDAC cells. Accordingly, compared with M0 macrophages incubated with conditioned medium derived from si-NC PDAC cells, M0 macrophages incubated with conditioned medium derived from si-VCAM-1 PDAC cells or treated with quercetin alone had significantly lower mRNA level of CD206, CD163, fibronectin, CCL18, CCL22, and IL-10 and showed a markedly lower protein levels of CCL18, CCL22, and IL-10 (Fig. 6b–e). As quercetin is a naturally occurring flavonoid and has been demonstrated to inhibit MCT-1 (monocarboxylate transporter-1) and MCT-2-mediated lactate uptake, we focused on the possibility that tumor-derived lactate is the soluble factor responsible for the polarization of macrophages^25^. To investigate whether lactate alone is sufficient to regulate the functional differentiation of macrophages, we treated M0 macrophages with different concentrations (0, 5, 15, 25 mmol/l) of lactate *in vitro*. Lactate stimulation induced the alternative activated M2 phenotype macrophages as identified by a morphological variation from a cobblestone phenotype to a more mesenchymal spindle-shaped phenotype (Fig. 6f). Moreover, compared with M0 macrophages incubated with 0 mmol/l lactate (Dulbecco's Modified Eagle Medium (DMEM) medium alone), M0 macrophages treated with increasing concentrations (5, 15, 25 mmol/l) of lactate had a significant higher mRNA level of CD206, CD163, fibronectin, CCL18, CCL22, IL-10 and showed a prominent higher protein level of CCL18, CCL22, and IL-10 (Fig. 6g, h). Taken together, these data indicated that VCAM-1-derived lactate facilitates the M2-like polarization of macrophages in a dose-dependent manner.

**Fig. 6:**
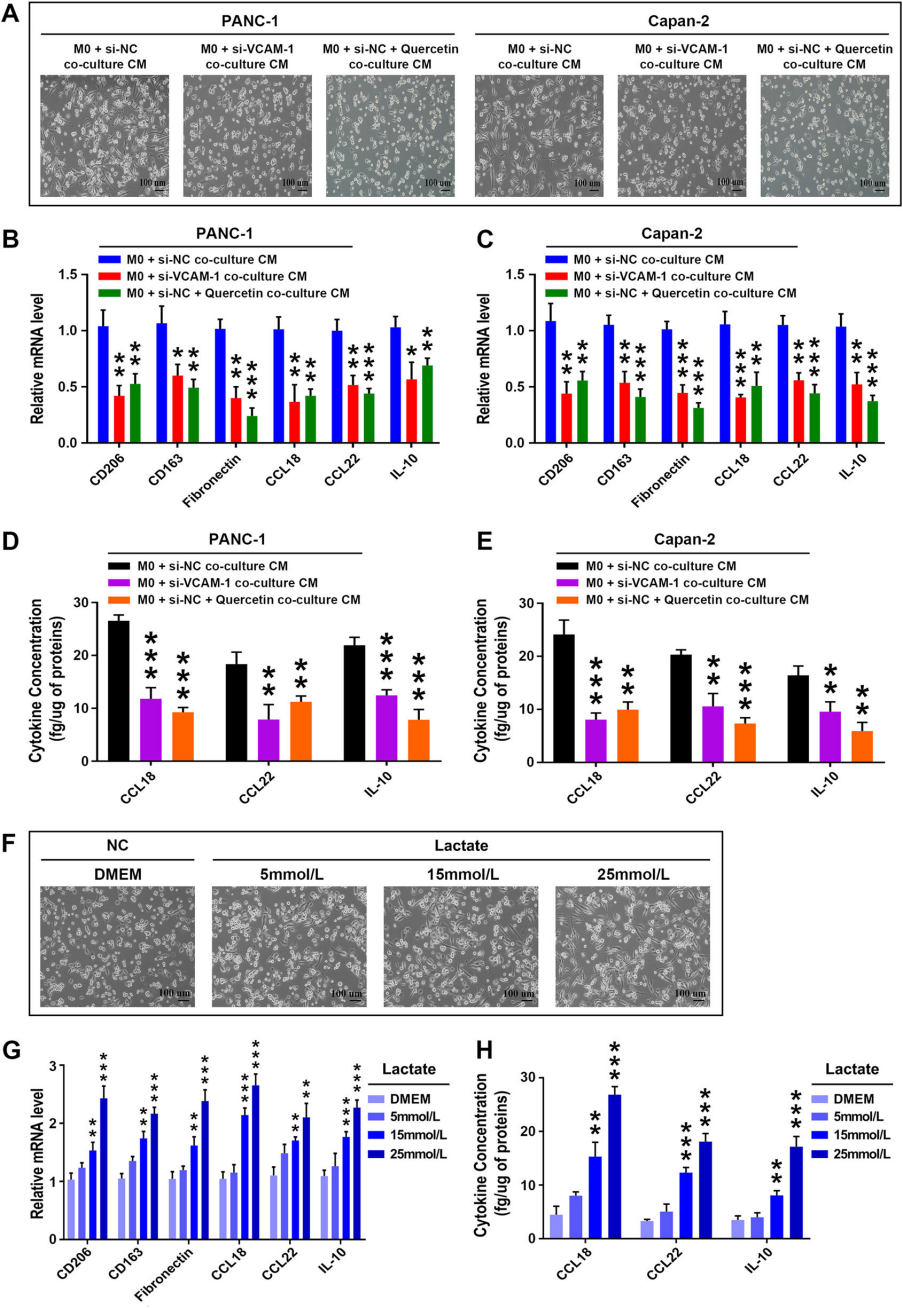
Lactate regulates the functional polarization of macrophages *in vitro*. **a** M0 macrophages incubated with conditioned medium (CM) derived from si-VCAM-1 PDAC cells or treated with quercetin alone were less spindle-shaped and were rounder in appearance compared with M0 macrophages incubated with conditioned medium derived from si-NC PDAC cells. **b**–**e** Compared with M0 macrophages incubated with conditioned medium derived from si-NC PDAC cells, M0 macrophages incubated with conditioned medium derived from si-VCAM-1 PDAC cells or treated with quercetin alone had significantly lower mRNA levels of CD206, CD163, fibronectin, CCL18, CCL22, and IL-10 **b**,** c** and showed markedly lower protein levels of CCL18, CCL22, and IL-10 **d**, **e**, as determined by qRT-PCR and ELISA assay, respectively. **f**–**h** VCAM-1-derived lactate facilitates the M2-like polarization of macrophages in a dose-dependent manner. **f** Lactate stimulation induced the alternative activated M2 phenotype macrophages as characterized by a morphological change from an epithelial-like, cobblestone phenotype to a more spindle-shaped mesenchymal phenotype. **g**,** h** Compared with M0 macrophages incubated with 0 mmol/l lactate, M0 macrophages treated with increasing concentrations (5, 15, 25 mmol/l) of lactate had significantly higher mRNA levels of CD206, CD163, fibronectin, CCL18, CCL22, and IL-10 and showed prominently higher protein levels of CCL18, CCL22 and IL-10, as determined by qRT-PCR and ELISA assay, respectively

### VCAM-1 is important for tumor growth *in vivo*

To investigate the role of VCAM-1 on tumor formation *in vivo*, we administered a subcutaneous injection of PANC-1 cells with stable knockdown of VCAM-1 (sh-VCAM-1) or mock cells (sh-NC) into the subcutaneous bilateral hind leg of athymic nude mice. All mice developed xenograft tumors at the injection site (Fig. 7a, b). Using qRT-PCR and western blotting analysis, we confirmed the inhibition of VCAM-1 in the xenotransplanted tumors from the sh-VCAM-1 group (Fig. 7c,d). Our data demonstrated that tumors from the sh-VCAM-1 group showed a decreased positive rate of Ki-67 compared with the sh-NC group (Fig. 7e). Consistent with the *in vitro* results, xenograft tumors grown from VCAM-1-silenced PANC-1 cells had smaller mean size and weight than xenograft tumors grown from mock cells (Fig. 7f,g). Taken together, these findings validated that VCAM-1 has a crucial role in PDAC proliferation capacity in mouse xenograft models.

**Fig. 7:**
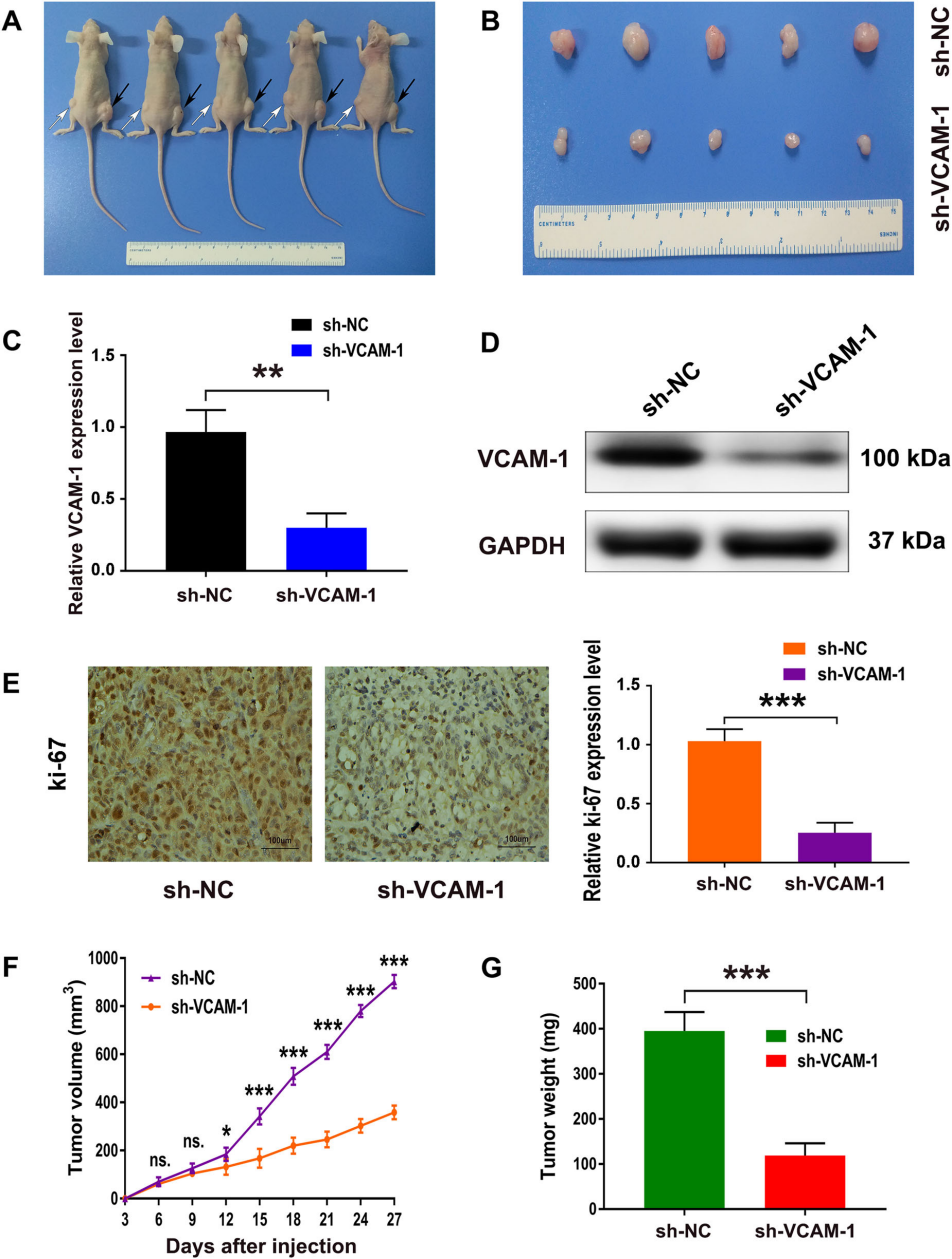
Knockdown of VCAM-1 significantly inhibits tumor growth in mouse xenograft models. **a**, **b** A subcutaneous injection of PANC-1 cells with stable knockdown of VCAM-1 or mock cells was administered into the subcutaneous bilateral hind leg of nude mice. At 28 days after subcutaneous injection, PANC-1 cells transfected with sh-VCAM-1 (white arrow) and mock cells (black arrow) produced primary tumors and a representative figure of the tumors formed is shown. **c**, **d** The qRT-PCR and western blot analyzed the mRNA and protein levels of VCAM-1 in tumor tissues from sh- VCAM-1 PANC-1 cells compared with sh-NC PANC-1 cells. **e** Representative images (magnification: × 200) of IHC staining of the tumor. The IHC staining showed that VCAM-1 knockdown decreased the proliferation index Ki-67. **f** Tumor growth curve. The points indicate mean (*n* = 5), and the bars indicate the SD. **g** Tumor weights are shown as the means of tumor weights ± SD when the tumors were harvested. ns.: not significantly different. *, ** or ***: significantly different from the corresponding control, *p* < 0.05, *p* < 0.01 or *p* < 0.001, respectively, by Student’s *t*-test

### CCL18 and VCAM-1 overexpression correlates with clinicopathological characteristics and prognosis of PDAC patients

To investigate the clinical relevance of the CCL18/VCAM-1 axis in PDAC, we measured the expression levels of CCL18 and VCAM-1 protein in 134 paraffin-embedded human PDAC samples by IHC. The representative images of three groups were shown in Fig. 8a, b. We also analyzed the relationship between the intensity of CCL18 or VCAM-1 staining and clinicopathological features. Statistical analysis confirmed that CCL18 overexpression was only correlated with the TNM stage, whereas VCAM-1 overexpression was correlated with the TNM stage, lymph node metastasis, and perineural invasion (Table 1). Furthermore, the survival analysis showed that higher CCL18 or VCAM-1 staining intensity correlated with poorer prognosis in PDAC patients (log-rank test, *p* *<* 0.001, Fig. 8c, d). In addition, the survival analysis showed that higher combined CCL18 and VCAM-1 staining intensities correlated with poorer prognosis in PDAC patients (log-rank test, *p* *<* 0.001, Fig. 8e). Moreover, the univariate and multivariate analysis demonstrated that the TNM stage, lymph node metastasis, VCAM-1 expression, and CCL18 expression were independent prognostic factors (Table 2).

**Fig. 8:**
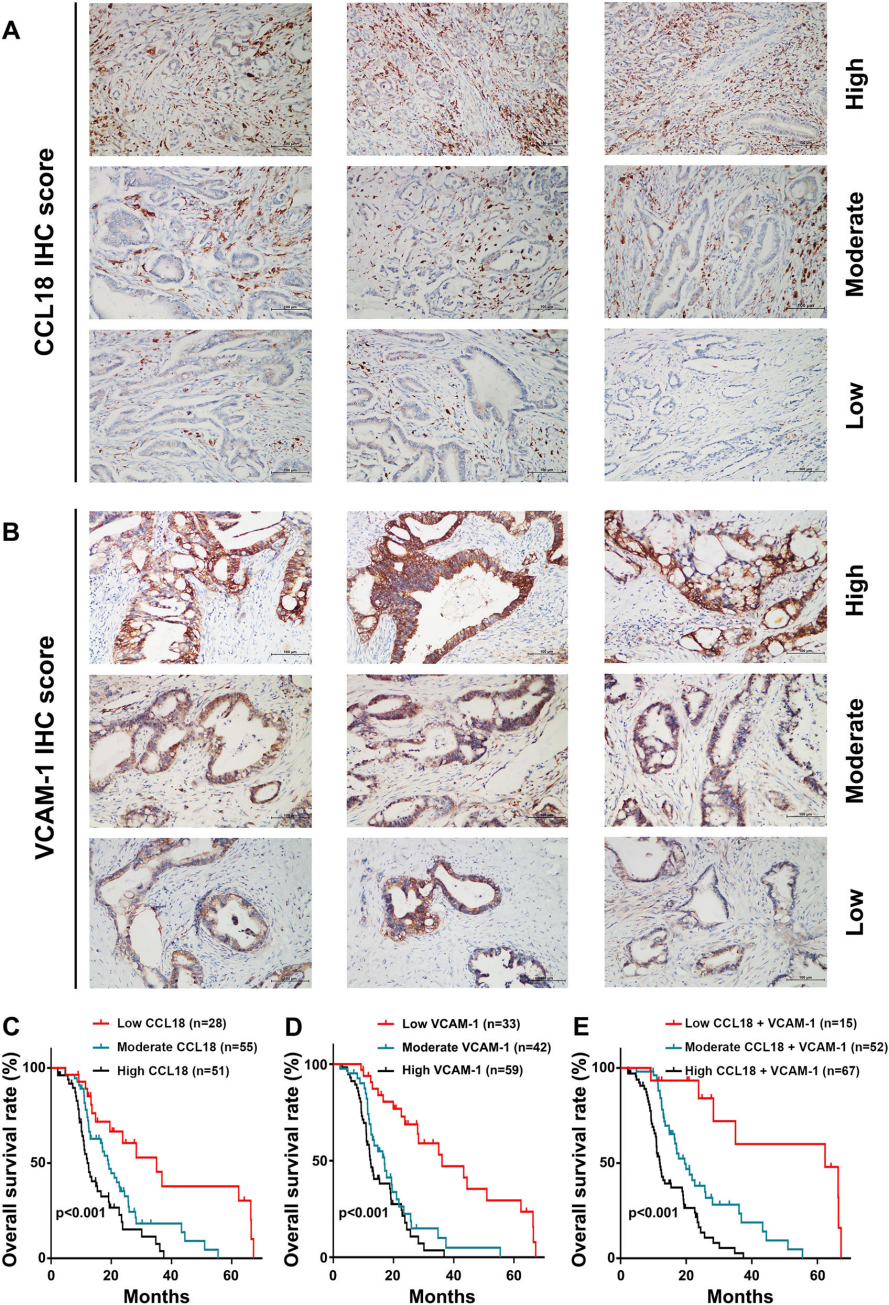
CCL18 and VCAM-1 overexpression is associated with clinicopathological characteristics and poor prognosis of PDAC patients. The expression levels of VCAM-1 and CCL18 were scored semiquantitatively based on staining intensity and distribution using the immunoreactive score (IRS) as described in the Supplementary Methods. **a** Representative images of CCL18 staining in PDAC tissues (categorization: low, moderate, and high). **b** Representative images of VCAM-1 staining in PDAC tissues (categorization: low, moderate, and high). **c** The Kaplan–Meier analysis of overall survival stratified by the immunoreactive score of CCL18 expression. **d** The Kaplan–Meier analysis of overall survival stratified by the immunoreactive score of VCAM-1 expression. The log-rank test was used to compare differences between groups. **e** The survival analysis showed that a higher combined CCL18 and VCAM-1 immunoreactive score correlated with poorer prognosis in PDAC patients (log-rank test, *p* *<* 0.001)

**Table 1:** Correlation between VCAM-1 and CCL18 expression and clinicopathologic characteristics of PDAC patients

Characteristics	N of cases	VCAM-1 level				CCL18 level			
		L	M	H	*p* value	L	M	H	*p* value
Total cases	134	33	42	59		28	55	51	
Gender					0.619				0.990
Male	77	21	22	34		16	32	29	
Female	57	12	20	25		12	23	22	
Age					0.767				0.979
<60	59	14	17	28		12	24	23	
≥60	75	19	25	31		16	31	28	
Differentiation					0.448				0.169
Well	22	4	5	13		1	9	12	
Moderate	86	24	29	33		22	33	31	
Poor	26	5	8	13		5	13	8	
TNM stage (AJCC)^b^					0.009**				0.036*
I	35	16	10	9		12	15	8	
II	36	7	15	14		9	16	11	
III	41	7	9	25		4	18	19	
IV	22	3	8	11		3	6	13	
Lymph node metastasis					0.004**				0.275
Negative	56	22	15	19		14	25	17	
Positive	78	11	27	40		14	30	34	
Perineural invasion					0.013*				0.482
Negative	45	18	12	15		11	20	14	
Positive	89	15	30	44		17	35	37	

^a^*χ*^2^-test, *p < 0.05, **p < 0.01.

^b^American Joint Committee on Cancer (AJCC), patients were staged in accordance with the 7th Edition of the AJCC Cancer’s’ TNM Classification; *N of cases* number of cases; *T stage* tumor stage; *TNM* tumor node metastasis; *L* low; *M* moderate; *H* high

**Table 2:** Univariate and multivariate analysis of overall survival in PDAC patients (*n* = 134)

Variables	Characteristics	Univariate analysis			Multivariate analysis		
		HR	95% CI	*p* value	HR	95% CI	*p* value
Age	<60 (ref)						
	≥60	0.920	0.615–1.378	0.687			
Gender	Female (ref)						
	Male	0.948	0.629–1.428	0.797			
Differentiation	Well (ref)						
	Moderate	0.951	0.537–1.685	0.863			
	Poor	1.701	0.868–3.335	0.122			
TNM stage	I (ref)						
	II	1.491	0.853–2.606	0.161	0.994	0.531–1.859	0.984
	III	2.596	1.458–4.621	0.001**	1.823	0.963–3.449	0.065
	IV	3.976	2.064–7.659	<0.001***	2.252	1.100–4.609	0.026*
Lymph node metastasis	Negative (ref)						
	Positive	2.601	1.640–4.123	<0.001***	1.950	1.193–3.187	0.008**
Perineural invasion	Negative (ref)						
	Positive	1.543	0.976–2.438	0.063			
VCAM-1 expression	Low (ref)						
	Moderate	3.680	1.965–6.891	<0.001***	2.332	1.152–4.772	0.019*
	High	5.448	2.930–10.130	<0.001***	2.948	1.445–6.014	0.003**
CCL18 expression	Low (ref)						
	Moderate	2.585	1.340–4.985	0.005**	1.721	0.839–3.532	0.139
	High	4.523	2.296–8.910	<0.001***	2.267	1.080–4.762	0.031*

*HR* hazard ratio; *95% CI* 95% confidence interval; *TNM* tumor node metastasis; *T stage* tumor stage; *ref* reference

Cox regression analysis, *p < 0.05, **p *<* 0.01, ***p *<* 0.001

## Discussion

The tumor microenvironment has recently been proven to contain an autocrine–paracrine communication circuit that reinforces cancer proliferation and metastasis through reciprocal signaling^26,27^. TAMs around the cancer regions usually exert their tumor-supporting functions by the secretion of cytokines and inflammatory mediators^16,17^. Our results confirmed that the expression level of CCL18 in pancreatic cancer was significantly higher than that in corresponding normal pancreatic tissues and that CCL18 is the most abundantly expressed cytokine in IL-4-activated M2 macrophages. In addition, our data revealed that TAMs-derived CCL18 specifically binds to PITPNM3 at the cellular membrane and subsequently upregulates VCAM-1 expression in PDAC cells by activating NF-kB signal transduction.

Previous studies indicated that VCAM-1 was overexpressed in various solid tumors^13,14,23^. However, little is known about the clinical and biological function of VCAM-1 in pancreatic cancer thus far. As reported in our work, we examined the aberrant expression of VCAM-1, its association with clinicopathological characteristics and patients’ prognosis, and its biological effects on pancreatic cancer *in vitro* and *in vivo*. More interestingly, our cell–cell binding assays demonstrated that aberrant expression of VCAM-1 on PDAC cells might tethers monocytes to cancer cells through counter–receptor interactions, providing a survival advantage to PDAC cells that infiltrate leukocyte-rich microenvironments. However, the molecular mechanism of VCAM-1 on cancer cell biological behaviors deserves further research.

Thus far, the mechanistic link between the adhesion molecule VCAM-1 and cellular glucose metabolism in PDAC cells still remains largely unknown. As exhibited in our results, silencing VCAM-1 inhibited the glycolytic process, glucose uptake and lactate production in PDAC cells. Tumor-derived lactate has been considered to function as a vital paracrine molecule to regulate the biological characteristics of the neighboring stromal cells^28^. In this study, we found that VCAM-1-derived lactate can facilitate the M2-like polarization of macrophages in a dose-dependent manner, indicating a reciprocal feedback loop between CCL18-positive TAMs and PDAC cells.

In conclusion, we demonstrated that CCL18-positive TAMs were important in malignant progression and induced a glycolytic phenotype in pancreatic cancer, partially owing to paracrine induction of VCAM-1 in PDAC cells. This TAM-related Warburg effect in pancreatic cancer was critical for the maintenance of TAMs-like features, thus forming a regulatory feedback loop within tumor microenvironment. Our study provides the first connection between CCL18/PITPNM3/NF-kB/VCAM-1 axis and PDAC progression and the Warburg effect, raising the possibility of new options for clinical interventions for pancreatic cancer patients.

## Materials and methods

### Patients and clinical samples

Between 2008 and 2016, we collected 134 paired PDAC and non-cancerous tissues from the surgical patients in our department. No patient received anticancer treatment before surgery. The Hospital’s Protection of Human Subjects Committee approved our protocol, and all the patients were informed before surgery. All samples were evaluated and histologically diagnosed with PDAC by pathologic examination with hematoxylin–eosin staining. None of these patients received any preoperative chemotherapy or radiotherapy. All samples were quickly frozen in liquid nitrogen and transferred to a −80 °C freezer for later use. The detailed clinical and pathological features of patients are shown in Table 1. The follow-up data were collected completely, and overall survival (OS) was explicitly defined as the time interval beginning at the date of surgery and ending at the date of death or at the end of follow-up (October 2016).

### Human gene expression array analysis

The metadata spreadsheet, matrix table, raw data files, and microarray platform were submitted to the Gene Expression Omnibus database repository at the National Center for Biotechnology Information (GEO, http://www.ncbi.nlm.nih.gov/geo/, ID: GSE109110). Human Gene Expression Array analysis was performed as described in the Supplementary Methods.

### Cell culture

Human PDAC cell lines (PANC-1, Capan-2, SW1990, BxPC-3, and MIA PaCa-2), the immortal human pancreatic duct epithelial cell line (HPDE6-C7) and the human THP-1 monocytes were purchased from the American Type Culture Collection (USA). Detailed procedure for differentiation and polarization of THP-1 cells and the details of other procedures could be seen in the Supplementary Methods.

### RNA extraction and qRT-PCR

Total RNA was extracted from the paired pancreatic cancer tissues and non-cancerous tissues or cultured cells by TRIzol reagent (Invitrogen, USA). The details of the next procedure were described in the Supplementary Methods. All primer sequences for the qRT-PCR assays are supplied in Table S1 (see Additional file 1). For the relative gene expressions in tissues or cells, the values were at first normalized to β-actin levels as ΔCt and then transferred to the fold change (2^−ΔΔCt^) by comparing them with a control that was chosen from one of the samples.

### Cell transfection and viral infection

All the small interfering RNAs (siRNAs) been used at the study were as follows: PITPNM3 siRNA (si-PITPNM3), VCAM-1 siRNA (si-VCAM-1), and scrambled siRNA (si-NC) were gained from GenePharma Co. (Shanghai, China). The short hairpin RNA (sh-RNA) interference was used at the stable suppression of VCAM-1. All oligonucleotide sequences were listed in Table S2 (see Additional file 2). The details of transfection and infection procedures are described in the Supplementary Methods.

### Expression construct

The sequence of VCAM-1 was synthesized and subcloned into pcDNA3.1 (Invitrogen, Shanghai, China). Ectopic expression of VCAM-1 was achieved by using the pcDNA3.1-VCAM-1 transfection, and empty pcDNA vector (pcDNA3.1-NC) was used as control. The expression level of VCAM-1 was detected by qRT-PCR and western blotting analysis.

### Western blotting analysis

Western blotting assay was performed as described in the Supplementary Methods. Primary antibodies were rabbit anti-human VCAM-1 antibody (1:1000, #ab134047, Abcam), rabbit anti-human t-p65 antibody (1:800, #8242, CST, Boston, USA), rabbit anti-human p-p65 antibody (1:800, #3033, CST, Boston, USA), rabbit anti-human IKKα antibody (1:1000, #2682, CST, Boston, USA), rabbit anti-human p-IKK antibody (1:1000, #2697, CST, Boston, USA), rabbit anti-human IKBα antibody (1:800, #4814, CST, Boston, USA), rabbit anti-human p-IKBα antibody (1:800, #2859, CST, Boston, USA), rabbit anti-human β-actin antibody (1:2000, #ab8227, Abcam) or rabbit anti-human GAPDH antibody (1:2000, #ab18162, Abcam). GAPDH or β-actin was used as a loading control. Horseradish peroxidase-linked secondary antibody is goat anti-rabbit IgG (1: 5000; CST, Boston, USA).

### IHC analysis

Paraffin-embedded samples of primary carcinomas were immunostained for primary rabbit anti-human VCAM-1 antibody (1:200, #ab134047, Abcam), rabbit anti-human CCL18 antibody (1:30, MAB394, R&D), rabbit anti-human PITPNM3 antibody (1:50, Santa Cruz Biotechnology, Santa Cruz, CA), and Ki-67 (1:500, #ab6526, Abcam). The expression levels of VCAM-1, CCL18, PITPNM3 and Ki-67 were scored according to the staining intensity and proportion by the immunoreactive score as described in the Supplementary Methods. Staining was professionally assessed by two pathologists based on the scoring criteria. These procedures are described in the Supplementary Methods.

### Tumor formation assay

The athymic Balb/c nude mice aged from 4–6 weeks were used for the *in vivo* tumorigenesis experiments. Tumor volume was calculated as follow: volume = (L × W^2^) / 2 (V, volume; L, length diameter; W, width diameter). All the necessary steps were taken to minimize the suffering and distress caused to the mice. The procedures of tumor formation assay are described in the Supplementary Methods.

### Cell binding assay

THP-1 cells were labeled with 0.1 μg/ml BCECF/AM (green) for 1 h at 37 °C and were washed twice with growth medium. Pancreatic cancer cells (2.5 × 10^4^ cells/well) were seeded in 24-well culture plates one day in advance. Next, the BCECF/AM-labeled THP-1 cells (2.5 × 10^4^ cells/ml) were gently added to the monolayer of PDAC cells after the conditioned medium was removed. After incubation for 1 h at 37 °C, the wells were gently washed twice with warm medium in order to remove non-adherent cells. Hoechst 33342 (blue) was used to stain the nuclei of both cell types. At last, all cells were observed and photographed under a fluorescence microscope.

### Luciferase reporter assay

The pNF-kB-Luc, pTAL-Luc, pRL-TK vectors (Promega Madison, WI, USA) were transfected into cells for 24 h, using Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacturer’s instruction, followed by 20 ng/ml rCCL18 or 10ng/ml TNF-α treatment for 12 h. Then, 48 h after transfection, the luciferase activity was assayed by the Dual-luciferase reporter assay system (Promega). The firefly luciferase activity was normalized to the Renilla luciferase activity for all samples.

### Glucose uptake and lactate production assay

Under normoxic conditions, PDAC cells were cultured in DMEM (glucose-free) for 16 h and were then incubated with DMEM (high-glucose) for 24 h. After removing the culture medium, the intracellular glucose levels were then measured by a fluorescence-based glucose assay kit (BioVision, Exton, USA) based on manufacturer’s instructions. Using a lactate oxidase-based colorimetric assay (Beyotime, Wuxi, China), lactate levels were measured according to the manufacturer’s instructions. The cells were plated in a 24-well plate at the density of 2 × 10^5^ cells/ml, and aliquots of media from each well were assessed 24 h later for the amount of lactate present.

### ECAR

Using an XF^e^96 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA, USA), the extracellular acidification rates were measured according to the manufacturer’s instructions. In brief, 5 × 10^4^ cells were seeded into XF^e^96 culture plates in quadruplicate one day in advance. ECAR was then measured under basal conditions and after sequential treatment of the PDAC cells with glucose, oligomycin and 2-deoxy-D-glucose. The cells were trypsinized and counted for normalization purposes.

### Statistical analysis

The SPSS Statistics 18.0 was used in our statistical analyses. For the analysis of parametric variables, Student’s *t*-test or one-way analysis of variance was used (two-tailed), whereas for non-parametric variables, the chi-square test (*χ*^2^-test) were use. All data were presented as the mean ± SD from at least three independent experiments, unless otherwise noted. The Kaplan–Meier method was used for the assessment of differences in patient survival and the log-rank test was used for a univariate analysis. Univariate and multivariate Cox regression analyses were applied to evaluate the relative risk for each factor. All tests were two-sided, and results with *p* < 0.05 were considered statistically significant.

## Electronic supplementary material

Figure S1

Figure S2

Figure S3

Figure S4

Table S1

Table S2

Supplementary Methods

Supplementary figure legends

# Supplementary material for: Tumor-associated macrophages promote progression and the Warburg effect via CCL18/NF-kB/VCAM-1 pathway in pancreatic ductal adenocarcinoma
**Source:** Cell Death Dis. 2018 Apr 18;9(5):453. doi: 10.1038/s41419-018-0486-0
**Supplement:** Supplementary file 5 — Table S1

**Table S1. Primers for qRT-PCR.**

| **Gene Name** | **Direction*** | **Sequence (5’ to 3’)** |
| --- | --- | --- |
| CXCL8 | F | TTTTGCCAAGGAGTGCTAAAGA |
|  | R | AACCCTCTGCACCCAGTTTTC |
| CXCL12 | F | CCCGAAGCTAAAGTGGATTC |
|  | R | TTCAGAGCTGGGCTCCTACT |
| CCL2 | F | AAGATCTCAGTGCAGAGGCTCG |
|  | R | CACAGATCTCCTTGGCCACAA |
| CCL17 | F  R | AGGGACCTGCACACAGAGAC  CTCGAGCTGCGTGGATGTGC |
| CCL18  CCL22  IL-1ra  IL-6  IL-10  TGF-β  EGF  IGF-1  VEGFA  CD206  CD163  Fibronectin  CCR6  CCR8  PITPNM3  GPR30  VCAM-1  β-actin  GAPDH | F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R  F  R | CTCTGCTGCCTCGTCTATACCT  CTTGGTTAGGAGGATGACACCT  ATGGCTCGCCTACAGACTGCACTC  CACGGCAGCAGACGCTGTCTTCCA  TCTGTTCTTGGGAATCCATGG  TCAGTGATGTTAACTGCCTCCAG  AATAACCACCCCTGACCCAAC  ACATTTGCCGAAGAGCCCT  AACAAGAGCAAGGCCGTGG  GAAGATGTCAAACTCACTCATGGC  AAGGACCTCGGCTGGAAGTGC  CCGGGTTATGCTGGTTGTA  CTTGTCATGCTGCTCCTCCTG  TGCGACTCCTCACATCTCTGC  GCTCTTCAGTTCGTGTGTGGA  GCCTCCTTAGATCACAGCTCC  ATGACGAGGGCCTGGAGTGTG  CCTATGTGCTGGCCTTGGTGAG  TCCGGGTGCTGTTCTCCTA  CCAGTCTGTTTTTGATGGCACT  TTTGTCAACTTGAGTCCCTTCAC  TCCCGCTACACTTGTTTTCAC  CGGTGGCTGTCAGTCAAAG  AAACCTCGGCTTCCTCCATAA  TTCAGCGATGTTTTCGACTCC  GCAATCGGTACAAATAGCCTGG  GTGTGACAACAGTGACCGACT  CTTCTTGCAGACCACAAGGAC  TCGCTTGTCTCTCACCTGAAC  CAGGAACTCTCTGTAGACCTGG  CACCAGCAGTACGTGATCGG  CATCTTCTCGCGGAAGCTGAT  GGGAAGATGGTCGTGATCCTT  TCTGGGGTGGTCTCGATTTTA  CATGTACGTTGCTATCCAGGC  CTCCTTAATGTCACGCACGAT  ATCACCATCTTCCAGGAGCGA  CCTTCTCCATGGTGGTGAAGAC |

*** F: forward; R: reverse.**

# Supplementary material for: Tumor-associated macrophages promote progression and the Warburg effect via CCL18/NF-kB/VCAM-1 pathway in pancreatic ductal adenocarcinoma
**Source:** Cell Death Dis. 2018 Apr 18;9(5):453. doi: 10.1038/s41419-018-0486-0
**Supplement:** Supplementary file 6 — Table S2

**Table S2. Oligonucleotide sequences for this study.**

| **Name** | **Direction*** | **Sequence (5’ to 3’)** |
| --- | --- | --- |
| **si-RNA** |  |  |
| si-PITPNM3 #1 | F  R | CGAAGGACAUCUCUGUCUATT  UAGACAGAGAUGUCCUUCGTT |
| si-PITPNM3 #2 | F | GGAAGACAGAGGAAAGAAATT |
|  | R | UUUCUUUCCUCUGUCUUCCTT |
| si-VCAM-1 #1 | F | GGAGUAAGAAAUUAGAUAATT |
|  | R | UUAUCUAAUUUCUUACUCCTT |
| si-VCAM-1 #2 | F | GGAGAUAGACUUACUGAAATT |
|  | R | UUUCAGUAAGUCUAUCUCCTT |
| si-NC  **sh-RNA**  sh-VCAM-1 #1  sh-VCAM-1 #2  sh-NC | F  R  F  R  F  R  F  R | UUCUCCGAACGUGUCACGUTT  ACGUGACACGUUCGGAGAATT  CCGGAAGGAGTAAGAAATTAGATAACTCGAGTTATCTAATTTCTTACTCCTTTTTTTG  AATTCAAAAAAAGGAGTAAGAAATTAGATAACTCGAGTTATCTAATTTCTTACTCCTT  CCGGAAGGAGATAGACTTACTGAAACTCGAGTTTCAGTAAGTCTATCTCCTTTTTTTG  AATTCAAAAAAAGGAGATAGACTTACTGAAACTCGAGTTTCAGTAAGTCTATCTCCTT  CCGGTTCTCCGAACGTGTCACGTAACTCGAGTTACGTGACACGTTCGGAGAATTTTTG  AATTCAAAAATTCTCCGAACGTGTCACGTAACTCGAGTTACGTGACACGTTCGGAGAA |

*** F: forward; R: reverse.**

# Supplementary material for: Tumor-associated macrophages promote progression and the Warburg effect via CCL18/NF-kB/VCAM-1 pathway in pancreatic ductal adenocarcinoma
**Source:** Cell Death Dis. 2018 Apr 18;9(5):453. doi: 10.1038/s41419-018-0486-0
**Supplement:** Supplementary file 7 — Supplementary Methods

**Supplementary Methods**

**Human Gene Expression Array analysis**

RNA quantity and quality were measured by NanoDrop ND-1000. RNA integrity was assessed by standard denaturing agarose gel electrophoresis. The Human 12 × 135K Gene Expression Array was manufactured by Roche NimbleGen. This array can simultaneously hybridize 12 samples on each slide. 45033 genes are collected from the authoritative data source including NCBI. Double-strand cDNA (ds-cDNA) was synthesized from total RNA using an Invitrogen SuperScript ds-cDNA synthesis kit in the presence of 100 pmol oligo dT primers. ds-cDNA was cleaned and labeled in accordance with the NimbleGen Gene Expression Analysis protocol (NimbleGen Systems, Inc., USA). Briefly, ds-cDNA was incubated with 4 μg RNase A at 37 °C for 10 minutes and cleaned using phenol: chloroform: isoamyl alcohol, followed by ice-cold absolute ethanol precipitation. The purified cDNA was quantified using a NanoDrop ND-1000. For Cy3 labeling of cDNA, the NimbleGen One-Color DNA labeling kit was used according to the manufacturer’s guideline detailed in the Gene Expression Analysis protocol (NimbleGen Systems, Inc., Madison, WI, USA). One μg ds-cDNA was incubated for 10 minutes at 98 °C with 1 OD of Cy3-9mer primer. Then, 100 pmol of deoxynucleoside triphosphates and 100U of the Klenow fragment (New England Biolabs, USA) were added and the mix was incubated at 37 °C for 2 hours. The reaction was stopped by adding 0.1 volume of 0.5 M EDTA, and the labeled ds-cDNA was purified by isopropanol / ethanol precipitation. Microarrays were hybridized at 42 °C during 16 to 20 hours with 4 μg of Cy3 labeled ds-cDNA in NimbleGen hybridization buffer/hybridization component A in a hybridization chamber (Hybridization System-NimbleGen Systems, Inc., Madison, WI, USA). Following hybridization, washing was performed using the NimbleGen Wash Buffer kit (NimbleGen Systems, Inc., Madison, WI, USA). After being washed in an ozone-free environment, the arrays were scanned by the Axon GenePix 4000B scanner. Slides were scanned at 5 μm/pixel resolution using an Axon GenePix 4000B scanner (Molecular Devices Corporation) piloted by GenePix Pro 6.0 software (Axon). Scanned images (TIFF format) were then imported into NimbleScan software (version 2.5) for grid alignment and expression data analysis. Expression data were normalized through quantile normalization and the Robust Multichip Average (RMA) algorithm included in the NimbleScan software. 

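Quantile normalization gives the probes of each array the same distribution of intensities, and RMA then combines the probes of a target by a robust fit into a single value. After this step, in which the summary per target follows the normalization of the probes, the arrays still differ slightly, and the cause was not tested. Over the 12 arrays of the series, the median intensity per array was 576.6 to 624.7 on the linear scale, and single features ran from 12.34 to 64890.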

The Probe level (*_norm_RMA.pair) files and Gene level (*_RMA.calls) files were generated after normalization. All gene level files were imported into Agilent GeneSpring GX software (version 11.5.1) for further analysis. 

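A volcano plot sets the fold change of each gene against its p value, and filtering on it keeps the genes beyond a threshold on each axis. The paper's supplementary text does not say in this place which test gave the p values, and its statistics section names Student's test for parametric variables. That test, two-sided with equal variances on the log2 values, passed 216 features higher and 282 lower in the NPM group at a fold change above 2 and an unadjusted p under 0.05. After Benjamini-Hochberg adjustment over the 34487 features, 6 of the former and 9 of the latter had an adjusted p under 0.05. VCAM1, LCP1, CHI3L1 and MHC class II invariant chain CD74 in the feature NM_001025158 were among the 15 that remained, and NPTX1, CCL4 and CCL22 were not. The CD74 feature NM_004355 did not remain either (adjusted p = 0.11 by this test).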

Differentially expressed genes between two groups were identified through Volcano Plot filtering. Hierarchical clustering was performed using the Agilent GeneSpring GX software (version 11.5.1). GO analysis and Pathway analysis were performed using the standard enrichment computation method.

The metadata spreadsheet, matrix table, raw data files and microarray platform were submitted to the Gene Expression Omnibus database repository at the National Center for Biotechnology Information (GEO, http://www.ncbi.nlm.nih.gov/geo/, ID: GSE109110).

**Cell culture**

Human PDAC cell lines (PANC-1, Capan-2, SW1990, BxPC-3 and MIA PaCa-2), the immortal human pancreatic duct epithelial cell line (HPDE6-C7) and the human THP-1 monocytes were purchased from the American Type Culture Collection (ATCC, Manassas, USA). Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; GIBCO-BRL; Invitrogen, CA, USA) or Roswell Park Memorial Institute medium (RPMI 1640; GIBCO-BRL; Invitrogen, CA, USA) supplemented with 10% fetal bovine serum (FBS; GIBCO-BRL; Invitrogen, CA, USA), 100 U/ml penicillin, and 100 mg/ml streptomycin and cultured at 37˚C in humidified air with 5% CO_2_. Specially, the human monocytic THP-1 cells were maintained in RPMI 1640 culture medium containing 10% FBS and supplemented with 10mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES; GIBCO-BRL; Invitrogen, CA, USA), 1mM pyruvate (GIBCO-BRL; Invitrogen, CA, USA), 2.5 g/l D-glucose (Merck, Darmstadt, Germany) and 50pM β-mercaptoethanol (GIBCO-BRL; Invitrogen, CA, USA). Human THP-1 monocytes were differentiated into macrophages using 200ng/ml PMA (phorbol-12-myristate-13-acetate) for 48 hours. Once differentiated (M0 macrophages), the adhered cells were further incubated with 20ng/ml interferon-γ (IFN-γ) and 10pg/ml lipopolysaccharide (LPS) during 72 hours in order to obtain M1-polarized macrophages, or with 20ng/ml IL-4 and 20ng/ml IL-13 during 72 hours for M2-polarized macrophages. In the co-culture experiments, pancreatic cancer cells (5 × 10^5^ cells/well) were added into the lower chamber of a 6-well transwell apparatus with 0.4 μm pore size (Costar, Cambridge, MA). Macrophages with different polarization were added into the upper chamber. Selected co-cultures were treated with neutralizing antibodies to CCL18 (Cat. No. ab9849, Abcam, Cambridge, MA) at 10 μg/ml.

**RNA extraction and quantitative real-time PCR (qRT-PCR)**

Total RNA was extracted from tissues or cultured cell lines using TRIzol reagent (Invitrogen, San Diego, CA, USA) following the manufacturer's instructions. RNA concentration was measured with NanoDrop ND-2000 spectrophotometers (Life Technologies, CA, USA) and then the total RNA (500 ng) was then transcribed to cDNA in a final volume of 10 μl using oligodT primers and SuperScript II reverse transcriptase (Invitrogen, San Diego, CA, USA). Real-time PCR was performed using SYBR Green reaction mix (Qiagen, Germany) and analyzed on a Roche Light-Cycler system (Roche, Basel, Switzerland). The results were normalized to the expression of β-actin. All the primer sequences were listed in Table S1. The qRT-PCR data were analyzed and expressed relative to CT (cycle threshold) values. The qRT-PCR results were analyzed and showed as the fold change (2^-∆∆CT^). For expressions in tissues, the levels were firstly normalized to β-actin expression as △CT and then compared with one of the tissues and converted to the fold change (2^-∆∆CT^). For the analysis of relative gene expressions in tissues or cells, the levels were compared with the controls and converted to the fold change (2^-∆∆CT^). The quantitative PCR reaction for each sample was repeated in triplicate.

**Cell transfection and viral infection**

All the small interfering RNAs (siRNAs) been used at the study were as follows: PITPNM3 siRNA (si-PITPNM3), VCAM-1 siRNA (si-VCAM-1) and scrambled siRNA (si-NC) were gained from GenePharma Co. (Shanghai, China). The siRNAs were transfected into cells using Lipofectamine 3000 (Life Technologies, CA, USA) according to the manufacturer’s instruction. After 48 hours, the efficiency of siRNA knockdown was confirmed via qRT-PCR and Western blot analysis. Stable human VCAM-1 knockdown PANC-1 cells were generated using two independent shRNAs in the lentiviral vector (pLKO.1-puro vector) as described in Table S2. 72 hours after transfection of 293T cells, the viral supernatants were collected. Using a LentiX™ Concentrator overnight at 4°C (Clontech, Mountain View, CA, USA), lentiviral particles were concentrated and titered to 10^9^ TU/ml (transfection unit/ml). PANC-1 cells (5 × 10^5^ cells/well) were seeded in 6-well culture plates and maintained in DMEM with 10% FBS and then infected with virus and polybrene 24 hours later. Positive clones were screened with puromycin (2μg/ml and 5μg/ml, respectively) for 2-3 weeks to establish the following new stable cell lines: PANC-1-sh-VCAM-1 (VCAM-1 stable knockdown) and PANC-1-sh-NC (negative control). All oligonucleotide sequences were listed in Table S2.

**Cell proliferation assay and colony formation assay**

Cell proliferation was measured using a cell counting kit-8 (CCK-8) assay according to the manufacturer’s instructions. Cells were seeded in 96-wells plates (2 × 10^3^ cells/well), at the appropriate time (0, 24, 48, 72 and 96 hours), CCK-8 solution (10 μL, Dojindo Molecular Technologies, Kyushu, Japan) was added and the cells were incubated for 4 hours at 37^o^C. Absorbance was measured at a wavelength of 450 nm. The assays were repeated three times.

For colony formation assay, a total of 600 cells transfected with si-VCAM-1 or si-NC were seeded in 6-well plates and maintained in media containing 10% FBS at 37^o^C, which was replaced every 3 days. After 14 days, colonies were fixed with methanol and stained with 0.1% crystal violet ([Sigma-Aldrich](http://www.sigmaaldrich.com/catalog/product/sigma/ht90132?lang=en&region=US" \t "_blank), Milwaukee, USA). Visible colonies were then manually counted. Wells were measured in triplicate for each treatment group.

**Cell apoptosis and cell-cycle analysis**

For cell apoptosis, PANC-1 and Capan-2 cells (5 × 10^4^ cells) were collected via trypsin digestion, washed with cold phosphate-buffered saline (PBS), and resuspended in Annexin V binding buffer. AV-FITC（Becton Dickinson Biosciences, USA）at a final concentration of 1 µg/ml and 250 ng of PI were added to a mixture containing 100µL each of cell resuspension and binding buffer (Becton Dickinson Biosciences, USA). The mixture was incubated in the dark for 15 minutes at room temperature. Cells were washed once with binding buffer and resuspended in 400 µL of binding buffer prior to flow cytometric analysis using a BD FAC Scan Flow Cytometer (BD, Mountain View, USA).

For cell-cycle analysis, PANC-1 and Capan-2 cells (5 × 10^4^ cells) were collected and washed three times with PBS. Cells were then incubated in propidium iodide (PI) staining solution (RNase A 100 ug/mL and PI 500 ug/mL) for 30 minutes at 4 °C, and cells were analyzed by flow cytometry. Each study was repeated at least three times.

**Flow cytometry for detecting CD68 and CD206**

Cells were stained with fluorochrome-conjugated human monoclonal antibodies against CD68-PE (Cat.No. 85-12-0689-42, eBioscience), CD206-FITC (Cat.No. 12-2069, eBioscience) according to the manufacturer’s instructions, and they were subsequently analyzed by multicolor flow cytometry using BD FAC Scan Flow Cytometer (BD, Mountain View, USA).

**Wound healing assay and transwell assay**

Cells were incubated with normal cell growth medium in 6-well plates. Once cultures reached 85% confluency, the cell layer was scratched with a 10 μl sterile pipette tip and washed with culture medium, then exchanged with medium containing 1% FBS cultured for 48 hours. To prevent cell proliferation, which could confound the analysis of cell migration into the wound, cells were preincubated with mitomycin C (10 μg/ml) for 1 hour at 37 °C. At different two points (0 hour, 32 hours), images of the plates were acquired using a microscope. Experiments were performed at least three times.

Cell migration and invasion assays were performed using transwell chambers (24-well insert, 8 μm, Corning Costar Corp). Cells were harvested at 48 hours after transfection and then collected. 5 × 10^4^ cells were suspended in serum-free medium and placed in the uncoated (migration assay) or 1:8 diluted Matrigel-coated (invasion assay, BD Biosciences, NJ, USA) upper chamber. The lower chamber was filled with 500 ul of medium containing 20% FBS. After incubation for 36 hours at 5% CO_2_ at 37°C, the cells remaining on the upper chamber were removed with cotton wool, cells migrating to the bottom surface of the membrane from the upper chamber were fixed with methanol, stained with 0.1% crystal violet solution, then were imaged and five random fields were counted. Experiments were performed at least three times.

**Immunofluorescence (IF) analysis**

Cells were cultured to confluency on uncoated glass cover slips for 24 hours, and fixed in 4% paraformaldehyde at room temperature for 15 minutes. After washing with PBS, the adherent cell monolayer was permeablized with 0.1% Triton X-100 in PBS and blocked for 1 hour with 10% donkey serum in 1% BSA, followed by overnight incubation at 4 °C with primary antibodies: P65 (Cat.No. 6956, Cell Signaling Technology, Beverly, MA). After washing with PBS, cells were incubated with the Alexa Fluor 488 donkey anti-mouse IgG (H+L) (Molecular Probes, Eugene, OR) for 1 hour. Cells were then washed three times with PBS and mounted in Vectashield mounting medium containing DAPI (#ab104139, Abcam). The slides were analyzed using a confocal laser scan microscope.

**Western blotting analysis**

Cells were washed in PBS and lysed using the protein extraction reagent RIPA (Invitrogen, Carlsbad, CA) supplemented with a protease inhibitor cocktail (Roche, Pleasanton, CA, USA) and PMSF (Roche). The protein concentration was calculated using a bicinchoninic acid protein assay kit (Pierce, Rockford, IL, USA). Equivalent amounts of proteins (35 μg) from each sample were electrophoresed on a 8% SDS-polyacrylamide gel (SDS-PAGE) and then transferred to a polyvinylidene fluoride membrane, blocked in 5% fat-free milk for 2 hours at room temperature, and incubated with the following specific primary antibodies: rabbit anti-human VCAM-1 antibody (1:1000, #ab134047, Abcam), rabbit anti-human t-p65 antibody (1:800, #8242, Cell Signaling Technology (CST), Boston, USA), rabbit anti-human p-p65 antibody (1:800, #3033, CST, Boston, USA), rabbit anti-human IKKα antibody (1:1000, #2682, CST, Boston, USA), rabbit anti-human p-IKK antibody (1:1000, #2697, CST, Boston, USA), rabbit anti-human IKBα antibody (1:800, #4814, CST, Boston, USA), rabbit anti-human p-IKBα antibody (1:800, #2859, CST, Boston, USA), rabbit anti-human β-actin antibody (1:2000, #ab8227, Abcam) or rabbit anti-human GAPDH antibody (1:2000, #ab18162, Abcam). GAPDH or β-actin was used as a loading control. HRP-linked secondary antibody is goat anti-rabbit IgG (1: 5000; CST, Boston, USA). An ECL chemiluminescence kit (Pierce) was used to detect specific bands and autoradiograms were quantified by densitometry (Quantity One software, Bio-Rad, Hercules, CA, USA) using GAPDH or β-actin as a control.

**ELISA assay**

A standardized procedure for the sandwich ELISA was established after optimization of experimental parameters. CCL18 ELISA kits were from R&D system (Minneapolis, MN, USA). CCL22 ELISA kits were from RayBiotech (Norcross, Ga). IL-10 ELISA kits were from RayBiotech (Norcross, Ga). Briefly, monoclonal antibodies were coated onto standard ELISA plates (100 ml/well) overnight at 4℃. After gently washed with PBS, uncoated sites were then blocked by 100 ml 10% FBS in PBS for 1 hour at room temperature. Duplicates of samples were gently added and the whole plates were incubated for 1 hour. After gently washed with PBS, the plates were incubated with biotinylated antibody against CCL18, CCL22 or IL-10, for 2 hours at room temperature. Subsequently, avidin-conjugated horseradish peroxidase was gently added for 30 minutes. 100 ml of tetramethylbenzidine (TMB) was used to performed colour reaction for 30 minutes and the reaction was then terminated with 2 M sulfuric acid. All plates were immediately read at 450 nm using an ELISA reader. The protein concentrations were quantified by extrapolation from the standard curve.

**Immunohistochemistry staining and scoring**

Paraffin-embedded samples of primary carcinomas were stained for VCAM-1 or CCL18. Sections were deparaffinized in xylene and rehydrated in a graded series of ethanol, followed by heat-induced epitope retrieval in citrate buffer (pH = 6.0). Antigen retrieval was performed in 10 mmol/L citrate buffer (pH = 6.0) in a microwave oven for 15 minutes. The activity of endogenous peroxidases was blocked by the addition of 3% hydrogen peroxide for 10 minutes at room temperature. Rabbit anti-human VCAM-1 antibody (1:200, #ab134047, Abcam), rabbit anti-human CCL18 antibody (1:30, MAB394, R&D), rabbit anti-human PITPNM3 antibody (1:50, Santa Cruz Biotechnology, Santa Cruz, CA) and Ki-67 (1:500, #ab6526, Abcam) was applied overnight at 4 °C, and after washing three times in PBS, sections were immunostained with a goat anti-rabbit IgG (1: 5000; CST, Boston, USA) for 1 hour at 37 °C. The slides were incubated with streptavidin-HRP conjugate complex for 45 minutes at 37 °C. After rinsing three times in PBS, the sections were developed with 3, 3’-diaminobenzidine. Sections were counterstained with hematoxylin. Sections of skin tissues known to stain positive for VCAM-1 or CCL18 were used as positive controls, and normal goat serum and PBS substituting the primary antibody were used as negative controls.

The expression levels of CCL18 and VCAM-1 were scored semiquantitatively based on staining intensity and distribution using the immunoreactive score (IRS) as described elsewhere.^37,38^ Briefly, immunoreactive score (IRS) = SI (staining intensity) × PP (percentage of positive cells). SI was assigned as: 0 = negative; 1 = weak; 2 = moderate; 3 = strong. The percentage of positive tumor cells were calculated after at least 10 view fields at 400 × magnification were counted per section. PP is defined as 0 = 0%; 1 = 0-25%; 2 = 25-50%; 3 = 50-75%; 4 = 75-100%. For categorization of the continuous VCAM-1 and CCL18 values into low, moderate and high, we chose a commonly used cutoff point for the measurements (total score range 0-12: low, cut point of 0-2; moderate, cut point of 3-6; high, cut point of 8-12). Staining was professionally assessed by two pathologists based on the scoring criteria. Cases with discrepancies were jointly reevaluated until a consensus was reached.

**Preparation of conditioned medium**

Pancreatic cancer cells were grown to about 80% confluence in growth culture medium. Following washes in DMEM medium (GIBCO-BRL; Invitrogen, CA, USA) or RPMI 1640 (GIBCO-BRL; Invitrogen, CA, USA), cells were incubated for 24 hours in DMEM medium or RPMI 1640 supplemented with 10% fetal bovine serum (FBS; GIBCO-BRL; Invitrogen, CA, USA), 100 U/ml penicillin, and 100 mg/ml streptomycin and cultured at 37 ˚C in humidified air with 5% CO_2_. Medium conditioned by pancreatic cancer cells was then harvested, centrifuged at 2500g for 5 minutes and filtrated by 0.22 μm filters to eliminate cell debris.

**Tumor formation assay in a nude mouse model**

The athymic BALB/c nude mice aged from 4-6 weeks were purchased and maintained at the Laboratory Animal Center of Sun Yat-sen University in a specific pathogen-free environment. Mice were given continuous access of food and water. The animal care and experimental protocols were approved by the institutional guidelines of Guangdong Province and by the Use Committee for Animal Care. PANC-1 cells stably transfected with sh-VCAM-1 or sh-NC were cultured in six well plates for 48 hours. Then, the cells were collected, washed with phosphate-buffered saline and resuspended at 1 × 10^8^ cells/ml. A total of 100 μl of suspended cells with stable knockdown of VCAM-1, or mock cells, were respectively injected subcutaneously into left and right bilateral hind leg of mice. At day 3 after the injection of tumor cells, the tumor growth was evaluated once every 3 days by measuring the length and the width with electronic calipers. The tumor volume was calculated using the following formula: V = (L × W^2^) / 2 (V, volume; L, length diameter; W, width diameter). The mice were sacrificed by cervical dislocation at 27 days post injection, and tumors were collected for further study (weight measurement and RNA extraction). VCAM-1 levels were determined by qRT-PCR and western blotting analysis.

# Supplementary material for: Tumor-associated macrophages promote progression and the Warburg effect via CCL18/NF-kB/VCAM-1 pathway in pancreatic ductal adenocarcinoma
**Source:** Cell Death Dis. 2018 Apr 18;9(5):453. doi: 10.1038/s41419-018-0486-0
**Supplement:** Supplementary file 8 — Supplementary figure legends

**Figure S1.** **Infiltration of CCL18-positive TAMs in pancreatic cancer and characterization of THP-1-derived M2 macrophages.** (A) Representative images of CCL18 staining in PDAC tissues and corresponding adjacent non-tumorous tissues by immunohistochemistry analysis (magnification: ×100, × 200 and × 400). (B) Typical morphology of THP-1 monocytes-derived macrophages by light microscopy (×100 and × 200). (C) Surface marker detection of CD68 and CD206 by flow cytometry in IL-4 and IL-13-activated THP-1 derived macrophages. (D-I) THP-1 macrophages were incubated with IL-4 and IL-13 for 24, 48 or 72 hours, and mRNA expression of M2 macrophage markers was studied by RT-PCR. (J-L) The CCL18, CCL22 and IL-10 secretion in the culture medium by macrophages was measured by ELISA assay. *, ** or ***: significantly different from the corresponding control, *p* < 0.05, *p* < 0.01 or *p* < 0.001, respectively. #, ## or ###: significantly different, *p* < 0.05, *p* < 0.01 or *p* < 0.001, respectively.

**Figure S2.** **CCL18/PITPNM3 axis plays a key role in the crosstalk between TAMs and pancreatic cancer cells.** (A) The ratio of a panel of cytokine mRNA in IL-4-activated THP-1-derived macrophages versus that in unactivated THP-1-derived macrophages, as assayed by qRT-PCR. (B-C) CCL18 mRNA and protein levels in pancreatic cancer cells alone or treated with 20ng/ml IL-4, as assayed by qRT-PCR and ELISA assay. The unactivated THP-1-derived macrophages were used as the positive control. (D) The qRT-PCR demonstrated that the expression of CCL18 is increased in PDAC tissues compared with normal pancreatic tissues. (E) As determined by ELISA assay, serum CCL18 levels are increased in the PDAC patients compared with patients with benign pancreatic disease. (F) The mRNA level of four potential CCL18 receptors in four pancreatic cancer cell lines, as assayed by qRT-PCR. (G) The qRT-PCR demonstrated that the expression of PITPNM3 is increased in PDAC tissues compared with normal pancreatic tissues. (H) Immunohistochemical staining shows that both CCL18 and its corresponding receptor PITPNM3 are elevated in pancreatic cancer tissues compared with normal pancreatic tissues. ns.: not significantly different. *, ** or ***: significantly different from the corresponding control, *p* < 0.05, *p* < 0.01 or *p* < 0.001, respectively.

**Figure S3.** **TAMs upregulates VCAM-1 expression in pancreatic cancer cells via CCL18/PITPNM3/NF-kB signalling pathway.** (A-B) The mRNA and protein levels of VCAM-1 in pancreatic cancer cells as determined by qRT-PCR and western blotting analysis. The Capan-2 pancreatic cancer cells were cultured alone or were treated with 20 ng/ml CCL18 for 24 hours, or the si-PITPNM3 Capan-2 cells were subsequently treated with 20 ng/ml CCL18 for 24 hours. The anti-CCL18 neutralizing antibody (10 μg/ml) was added into the experiment simultaneously as the Capan-2 cells were cocultured with TAMs. The Capan-2 pancreatic cancer cells without any treatment were used as the control. (C) CCL18-induced phosphorylation of IKK, IKB and p65 can be reversed by PITPNM3 RNAi. Capan-2 cells were transfected with NC-siRNAs or PITPNM3-siRNAs for 48 hours and then treated with CCL18 for 24 hours. The cells were then prepared for detecting the indicated proteins by western blotting. (D-E) CCL18 induced upregulation of VCAM-1 mRNA and protein levels can be reversed by repressing NF-kB activation. BAY-117082 and JSH-23 are specific inhibitors of IKB and p65, respectively. (F) NF-kB activity in Capan-2 cells increases upon the treatment with CCL18 and TNF-a. NF-kB activity is exhibited by luciferase reporter assay. (G) Representative immunofluorescence photos showed that CCL18 induced p65 translocation in Capan-2 cells can be reversed by silencing the CCL18 receptor PITPNM3 or by NF-kB pathway inhibitors (BAY-117082 and JSH-23). ns.: not significantly different. ** or ***: significantly different from the corresponding control, *p* < 0.01 or *p* < 0.001, respectively.

**Figure S4.** **VCAM-1 on pancreatic cancer cells binds THP-1 monocytic cells *in vitro*.** (A-B) Hoechst33342 (blue)-labelled PANC-1 or Capan-2 monolayers were incubated with a suspension of BCECF-AM (green)-labelled THP-1 cells, a human monocyte cell line. Representative photomicrographs of adherent BCECF-AM-labelled THP-1 cells on the monolayer of indicated PANC-1 or Capan-2 cells transfected with si-NC or si-VCAM-1 (magnification: × 200). (C) Quantification of the adherent BCECF-AM-labelled THP-1 cells to PANC-1 or Capan-2 cells transfected with si-NC or si-VCAM-1 at magnification of 200. (D) Quantification of the adherent BCECF-AM-labelled THP-1 cells to PANC-1 or Capan-2 cells treated with anti-IgG or anti-VCAM-1 at magnification of 200. (E-F) Addition of a blocking antibody against VCAM-1 significantly inhibited the binding of THP-1 cells to PANC-1 or Capan-2 cells (magnification: × 200). ***: significantly different from the corresponding control, *p* < 0.001, by Student’s *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

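mRNA of PANC-1 cells was measured on 12 single-colour microarrays, with 3 arrays for each of 4 groups, namely cells alone (NPC) and cells co-cultured with TAMs (NPM) under normoxia and the same pair of conditions under hypoxia (HPC and HPM). The paper reports the NPC and NPM groups only. The deposited values are intensities on a linear scale. According to the Supplementary Methods, the authors aligned the scanned images with NimbleScan 2.5 and applied quantile normalization and RMA, and GeneSpring GX 11.5.1 was used for the later steps, after reading the images with GenePix Pro 6.0. The paper states 45033 targets and the table used here holds 34487 features, and how they were selected is not given in the sources used here. The number of arrays limits the precision, and no measure of background was used.

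Intensities were log2-transformed and analysed with R 4.3.3 and limma 3.58.1 (lmFit and eBayes with default settings), feature by feature and two-sided, over the 6 arrays of each comparison (NPM vs NPC, HPM vs HPC, HPC vs NPC and HPM vs NPM). The difference between the co-culture effects under hypoxia and normoxia was tested as an interaction over all 12 arrays. A feature passed at a Benjamini-Hochberg adjusted p under 0.05 over all features, and no feature was filtered out. Figures were drawn with matplotlib 3.10.9. The deposited probe table named 14133 features and a table of RefSeq accessions, of assembly GRCh38.p14, named others, which gave 14675 features with a gene name. For 1023 genes several features were present, and 19812 features had no name.

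Before the data were examined, 23 gene lists were fixed, for genes induced by interferon-gamma, genes induced by type I interferon, NF-kB targets, MHC class II, glycolysis, the respiratory chain and ATP synthase, hypoxia-induced genes, mitosis and proliferation, the G1-S transition, adhesion molecules, mesenchymal genes, epithelial genes, macrophage markers, the M2 markers and the M2 cytokines of the paper, classically activated macrophages, CC chemokines, the CCL18 receptors, lymphocyte markers, endothelial markers, ATF4 targets, cholesterol synthesis and housekeeping genes. Some members of the interferon-gamma, NF-kB, MHC class II, glycolysis, adhesion, macrophage, M2, classically activated and CC chemokine lists had been seen in Fig. 1e or 1f. Each gene entered with its feature of the highest mean over the 12 arrays. The lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, which tests whether the genes of a list move on balance one way without setting them against other genes, and p values were adjusted over the 23 lists. The genes named in the text were, for each comparison, the 10 features with a gene name and the largest rise and the 10 with the largest fall among features that passed and whose groups did not overlap, made up to 10 by those with the smallest p where fewer passed, together with every gene named in Fig. 1e and 1f, whose values in the figure had been seen, the genes of the CCL18 axis and up to 4 members of each list with the smallest p.

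Arrays with the same number deviated together within an oxygen level, as the correlations of the residuals of same-numbered arrays across features were 0.34, 0.28 and 0.52 between NPC and NPM and 0.50, 0.27 and 0.54 between HPC and HPM, all above the limit of 0.1 that was set. The numbers come from the sample labels, and the paper does not say what they mark. The fit with the replicate number as a block called 1 feature in NPM vs NPC, and in NPM vs NPC and HPM vs HPC the blocked value stands beside those results of the text whose call it changed or whose count it moved by over 1.5 times.

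The alternatives set before the data were examined were repeated quantile normalization, centring of each array on its median, leaving out features under the 25th percentile of mean intensity, all 12 arrays in one fit, the replicate block, Student's two-sided test with equal variances with and without adjustment (called the methods' t-test, as the paper's statistics section names it for parametric variables in general), eBayes with trend and robust settings, averaging the features of a gene and leaving out each array in turn. Added after seeing the data were a fit without the arrays numbered 3, which stand apart on the first principal component of the normoxia arrays, for NPM vs NPC and HPM vs HPC, and fits over all 12 arrays with same-numbered arrays of an oxygen level as a block. The procedure was tested on simulated data with 200 changed features, and in NPM vs NPC it recovered 0 of 50 features changed 1.5-fold, 4 of 50 changed 2-fold, 34 of 50 changed 4-fold and 37 of 50 changed 8-fold, with 7 false calls. The simulated noise was drawn independently for each feature and array. It lacked the shared deviation of same-numbered arrays, so that these counts may not hold for the real arrays. CCL18, PITPNM3, CCR6, CCR8, MRC1 and IL10 had no named feature and were not analysed here, and the other experiments of the paper were not used here. Some members of the gene lists are counted in the text and not reported here by name.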

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

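The results below concern the hypoxia arrays, which the paper does not report, and the difference between the co-culture effects under hypoxia and normoxia, and each is given because it passed the threshold in data that the paper did not analyse or because that difference passed its own test.

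Between HPM and HPC, 353 features passed an adjusted p of 0.05 from limma, 120 higher and 233 lower, the highest count in the other splits of these arrays was 0, and 10 splits are too few for a share under 0.05 (1 of 10 splits as large). With the replicate number as a block, 0 features passed limma, while 9686 had an unadjusted p under 0.05 and the methods' t-test with adjustment called 231. Leaving out any of the 6 arrays also gave 0, with 5070 to 6734 features at an unadjusted p under 0.05, as did leaving out both arrays numbered 3, with 5168. Between HPC and NPC, 54 features passed, the highest count in the other splits was 0 (1 of 10 splits as large), and leaving out any of the 6 arrays gave 0 from limma, with 4228 to 6836 features at an unadjusted p under 0.05 and 14 called by the methods' t-test with adjustment over all 6 arrays. Between HPM and NPM, 3602 features passed, the highest count in the other splits was 0 (1 of 10 splits as large), and the count was 191 without NPM replicate 2, 665 without NPM replicate 1, 678 without HPM replicate 2, 1129 without HPM replicate 3, 1476 without HPM replicate 1 and 1952 without NPM replicate 3. In these comparisons too, 10 splits are too few for a share under 0.05.

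The co-culture effect differed between hypoxia and normoxia for 156 features at an adjusted p of 0.05 from limma's interaction test. Of 100 splits drawn from the 200 possible, 2 gave as many, the real split included, but most of these splits put same-numbered arrays, which deviate together, into the same group. Of the 32 splits that part all same-numbered pairs at both oxygen levels, a count added after seeing the data, 2 gave as many, which is not under a share of 0.05. The highest apart from these 2 was 10 features. The other split, with 2990 features, exchanges the groups under hypoxia alone, so that it adds the co-culture effects of both oxygen levels in place of subtracting them. A co-culture effect shared by both levels makes that split large, so that this share cannot decide on chance, which is not excluded. With same-numbered arrays of an oxygen level as a block, a fit added after seeing the data, 31 features passed (2 of the 32 splits as large, the exchange under hypoxia giving 4536 and the highest of the others 2). In the fit without the block, leaving out single arrays gave 23 (without NPM replicate 1, and without HPC replicate 2) to 73 (without NPC replicate 2), each under the 156 from all arrays by over 1.5 times. CCL22 (interaction log2 4.38, adjusted p = 0.00451), CHI3L1 (4.45, adjusted p = 0.000587), LCP1 (2.92, adjusted p = 0.0146) and ENDOV (-2.56, adjusted p = 0.0329) also passed in the blocked fit (adjusted p = 0.0314, 0.00537, 0.0471 and 0.0472), with log2 fold changes under normoxia of -5.90, -4.44, -3.24 and 1.65 against -1.53, 0.0014, -0.32 and -0.91 under hypoxia. ANO9 (interaction log2 -1.21), MBD5 (-2.77), CFB (-1.32), NEO1 (-2.78), TGFBR3 (1.90) and UBD (-1.89) passed the interaction test (adjusted p = 0.0329, 0.0197, 0.0468, 0.029, 0.0344 and 0.0329) but not with the block (adjusted p = 0.0579, 0.0539, 0.0712, 0.0567, 0.0828 and 0.0502). The sizes are uncertain for CCL22, CHI3L1 and LCP1, which lay within the lowest 4.17% of the features in each NPM array, and for MBD5 and NEO1, within the lowest 1.14% in each NPC array.

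Between HPM and HPC, 6 gene lists passed camera with the preset correlation, with median log2 fold changes of 0.49 for genes induced by interferon-gamma, 0.24 for NF-kB targets, -0.77 for mitotic genes, -0.33 for G1-S genes, -0.77 for CC chemokines and -0.49 for cholesterol genes. With an estimated correlation the mitotic list passed (adjusted p = 0.0173) and the others did not (adjusted p = 0.193, 0.404, 0.175, 0.175 and 0.26), and the NF-kB list did not pass with the replicate number as a block (adjusted p = 0.0505), without the arrays numbered 3 (adjusted p = 0.0541) or without HPM replicate 1 (adjusted p = 0.17), nor did the CC chemokine list without dim features (adjusted p = 0.0802). In 2 of 10 splits of these arrays, the real split included, as many lists passed, the highest of the other splits having 6 and the highest of those that part all 3 same-numbered pairs having 3, and 10 splits are too few for a share under 0.05.

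Between HPC and NPC, the lists that passed camera with the preset correlation had medians of 1.35 for ATF4 targets, 1.07 for hypoxia-induced genes, 0.69 for glycolysis, 0.57 for lymphocyte markers, 0.15 for mesenchymal genes, -0.22 for the respiratory chain, -0.39 for genes induced by interferon-gamma, -0.45 for G1-S genes and -0.62 for genes induced by type I interferon. With an estimated correlation, glycolysis passed (adjusted p = 0.048) and the others did not (adjusted p = 0.0583, 0.0583, 0.246, 0.246, 0.246, 0.108, 0.108 and 0.108). The lymphocyte and mesenchymal lists, both at an adjusted p of 0.0498, also lost their pass in several other alternatives, the replicate block among them, with adjusted p of 0.0509 to 0.292 and of 0.0507 to 0.158 there. These 9 lists stood against a highest of 7 in the other splits of the arrays (1 of 10 splits as large), a count made only after the result was seen, like that for HPM vs NPM. Between HPM and NPM, the medians were 1.34 for hypoxia-induced genes, 1.27 for MHC class II genes, 1.24 for ATF4 targets, 0.47 for glycolysis, -0.45 for genes induced by interferon-gamma and -0.57 for genes induced by type I interferon, and with an estimated correlation ATF4 targets passed (adjusted p = 0.04) and the others did not (adjusted p = 0.0697, 0.431, 0.113, 0.431 and 0.0697), nor did MHC class II genes with trend and robust settings (adjusted p = 0.0675). The highest of the other splits also had 6 lists (2 of 10 splits as large, the real split included), and for both comparisons 10 splits are too few for a share under 0.05.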

How the results depend on the processing

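No named gene turned its direction while passing in any alternative. Of the values of named genes recomputed for NPM vs NPC, 1837 of 2139 kept their side of the threshold, 55 no longer passed and 247 newly passed. The count for NPM vs NPC was 8 and became 346 without dim features, 872 with all 12 arrays, 57 by the methods' t-test, 4843 by that test without adjustment, 940 with trend and robust settings, 1 with the replicate number as a block, and 0 to 4 with single arrays left out. Among alternatives added after seeing the data it was 1 with the arrays numbered 3 left out and 1147 with all 12 arrays and the replicate block within oxygen. At the paper's thresholds the count of 8 became 194 without dim features, 338 with all 12 arrays, 1 with the replicate block, 15 and 498 by the methods' t-test with and without adjustment, 267 with trend and robust settings, 0 to 4 with single arrays left out, and 1 without the arrays numbered 3. For HPM vs HPC, 353 became 1787 without dim features, 1885 with all 12 arrays, 231 and 6815 by the methods' t-test with and without adjustment, 2239 with trend and robust settings, 0 with the replicate block, 2892 with that block over all 12 arrays, and 0 with any single array or, added after seeing the data, with the arrays numbered 3 left out. The 0 of limma stands beside 9686 features at an unadjusted p under 0.05 with the block and 5168 without the arrays numbered 3. For HPC vs NPC, 54 became 135 with repeated quantile normalization, 126 with median centring, 893 without dim features, 1452 with all 12 arrays, 14 and 5920 by the methods' t-test, 1639 with trend and robust settings and 0 with any single array left out. For HPM vs NPM, 3602 became 5573 with all 12 arrays, 2291 and 8912 by the methods' t-test, 5561 with trend and robust settings and 191 to 1952 with single arrays left out. Across oxygen levels the replicate numbers were not taken as pairs, since not every pair was above the limit of 0.1, with residual correlations of 0.24, 0.03 and 0.38 between NPC and HPC and of 0.38, 0.01 and 0.20 between NPM and HPM, although numbers 1 and 3 did deviate together, and with the replicate block limma gave 0 for HPC vs NPC in place of 54 (6629 at an unadjusted p under 0.05) and 1854 for HPM vs NPM. The interaction count of 156 became 311 without dim features, 252 with the replicate block, 363 with trend and robust settings, 31 with the replicate block within oxygen and 23 to 73 with single arrays left out. The correlation of the co-culture effects, 0.299, became 0.383 without dim features. Clustering of the 6 normoxia arrays placed them alike with complete linkage, with the 1000 most variable features and without dim features, and that of the 12 arrays was run in a single way.

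Gene lists of NPM vs NPC that passed camera lost their pass with an estimated correlation (adjusted p = 0.0753 for interferon-gamma, mitotic, G1-S and cholesterol genes, 0.143 for type I interferon, 0.142 for NF-kB, 0.183 for the respiratory chain and the M2 markers, 0.128 for adhesion and chemokines, 0.267 for mesenchymal genes). By fry, which does not set a list against other genes, these lists all passed, with adjusted p from 0.00043 (adhesion) to 0.0433 (mesenchymal). Of the lists that had not passed camera, macrophage markers (adjusted p = 0.00561) and the M2 cytokines (0.00604) passed by fry. Without dim features a single measured gene was left of the MHC class II list, CD74, so that its direction reversed (adjusted p = 0.00144 for NPM vs NPC and 0.311 for HPM vs NPM), and IL1B of the classically activated list (0.00877). The mesenchymal list had 0.0668 with the replicate block and 0.327 without the arrays numbered 3, where the classically activated list had 0.0346, and with single arrays left out the ranges were 0.0163 to 0.217 (mesenchymal), 0.048 to 0.493 (MHC class II), 0.0108 to 0.129 (M2 markers) and 0.011 to 0.366 (classically activated). The block changed the camera call of no other list of NPM vs NPC. Apart from fewer features or arrays tested, the cause was not tested. Signal over background was not measured. The filter on dim features, which reads mean intensity alone, removed VCAM1, CHI3L1 and LCP1 and kept CCL22, though it lay within the lowest 4.17% of the features in each NPM array.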

Differences from the paper's values

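At a fold change above 2 and adjusted and unadjusted p under 0.05, limma passed 8 features where the paper reports 498, 3 higher where the paper reports 216, and 5 lower where the paper reports 282. Of the alternatives set before the data were examined, the methods' t-test without adjustment gave 498, 216 and 282, equal to the paper's values. All 12 arrays in one fit gave 338 and 197, within 1.5 times the paper's total and lower count, and 141 higher, which is not. The methods' t-test with adjustment (15, 6 and 9), repeated quantile normalization, median centring, leaving out dim features, the replicate block, trend and robust settings, averaging of features and leaving out single arrays did not come within 1.5 times. A fit over all 12 arrays with the replicate block within oxygen, chosen after seeing the values, gave 436, 193 and 243, and the block over the 6 arrays alone gave 1.

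The adjusted p of VCAM-1 was 0.0145 here and is about 0.046 in Fig. 1f, read by eye. For NPTX-1 it was 0.0259 here and about 0.056 in Fig. 1f, for NEO-1 0.103 here and about 0.16 in Fig. 1f, and for GRIN-1 0.103 here and about 0.16 in Fig. 1f. The methods' t-test with adjustment gave 0.0457, 0.0563, 0.161 and 0.159, which round to the figure's values. For CD-74, MBD-5, CFB and PML it gave 0.11, 0.0903, 0.0874 and 0.109, where Fig. 1f has about 0.11, 0.09, 0.087 and 0.11. Also within 1.5 times were the replicate block for VCAM-1 (0.0582), NEO-1 and GRIN-1 (0.137 for both), leaving out NPM replicate 3 for VCAM-1 (0.0678), leaving out NPC replicate 2 for NPTX-1 (0.0786), NEO-1 and GRIN-1 (0.229 for both), and leaving out NPC replicate 3 for NEO-1 and GRIN-1 (0.173 for both), and the other alternatives were not.

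The paper states that the adjusted threshold was applied, and of its genes higher in Fig. 1e and 1f 3 passed it here, and of those lower 4. The methods' t-test reached the paper's 498 only without adjustment, and 15 of these features passed with it. The paper reports that clustering of all targets told the groups apart, and here average linkage of all features placed replicate 3 of both groups together and the other arrays together, while the second principal component separated the groups. The paper's clustering kept targets by their quality flags, which were not used here, so that the features clustered differ. Of 27 measured genes drawn as lower in Fig. 1e, 25 were lower here, and LILRB1 (log2 fold change 0.62, adjusted p = 0.443 from limma) and RASSF6 (0.37, adjusted p = 0.746) were not.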

Other observations

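Under hypoxia, PANC-1 cells alone had more mRNA of hypoxia-induced genes, of ATF4 targets and of glycolytic enzymes than under normoxia by camera with the preset correlation, and with an estimated correlation glycolysis passed (adjusted p = 0.048) and the other lists did not (adjusted p = 0.0583 for both). Of 27 hypoxia-induced genes, 4 rose over all features and 22 rose and none fell when adjusted over the list alone, and of 15 ATF4 targets, 4 rose over all features and 14 rose when adjusted over the list alone, among them the stress transcription factors DDIT3 (log2 fold change 2.42, standard error 0.15) and ATF3 (1.97, standard error 0.21) and the pseudokinase TRIB3 (1.86, standard error 0.18). Of 23 glycolytic genes 13 rose when adjusted over the list alone, with ALDOC, an aldolase, at 2.01 (adjusted p = 0.0337 from limma). The kinase FYN was higher in both of its features that passed (3.25, of uncertain size from within the lowest 1.86% of the features in each NPC array, and 3.02), and the interferon-induced genes OASL (-1.95) and IFIT3 (-1.55) were lower.

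Co-cultured cells under hypoxia (HPM), set against cells alone under hypoxia (HPC), had lower mitotic genes, 7 of 24 over all features and 21 of 24 when adjusted over the list alone (13 without the arrays numbered 3), with CCNB1 at -1.83 (standard error 0.14, adjusted p = 0.0346 from limma) and MKI67 at -1.46 (standard error 0.16, adjusted p = 0.0362). IRF1, a transcription factor of the interferon response (1.65), the nerve growth factor receptor NGFR (1.82) and NFKBIA, an inhibitor of NF-kB (1.23), were higher, and DKK1, a secreted Wnt antagonist (-2.33), and PCF11 (-2.66, of uncertain size, since it lay within the lowest 2.08% of the features in each HPM array) were lower. VCAM1 had a log2 intensity of 5.57 ± 0.97 (SD, n = 3) in HPC and 5.71 ± 0.46 (SD, n = 3) in HPM, a log2 fold change of 0.14 (adjusted p = 0.909), and the difference from its co-culture effect under normoxia, -2.68, did not pass the interaction test (adjusted p = 0.0775). Between HPM and NPM, VCAM1 fell by 2.18 (adjusted p = 0.00958). Its sizes under hypoxia are uncertain, since it lay within the lowest 9.35% of the features in each HPC array and 4.93% in each HPM array. NPTX1 and CCL22 passed in both co-culture comparisons, with 1.31 and -1.53 under hypoxia. With the replicate number as a block none of the features of HPM vs HPC passed limma (0, against 9686 at an unadjusted p under 0.05 and 231 by the methods' t-test with adjustment). Across all features, which are not independent replicates, the co-culture effects under normoxia and hypoxia had a Pearson r of 0.299 and a Spearman rho of 0.304, and of the 353 features that passed under hypoxia 263 had the same direction under normoxia. The 12 arrays formed a hypoxia and a normoxia branch.

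The tests of macrophage RNA and of scaling for the interferon and mitotic genes were chosen only after the result was seen. In these tests and that of the chemokine genes, the intervals of list medians came from resampling the genes of a list. Genes are not independent replicates, so that these intervals do not measure the spread between arrays. Between NPM and NPC the count of 8 features stood against a highest of 0 in the other splits of the arrays (1 of 10 splits as large), also among the 4 splits that part all 3 same-numbered pairs, and 11 gene lists passed camera against a highest of 6 in the other splits and 4 among those that part as many pairs (1 of 10 splits as large). With 10 splits a share under 0.05 cannot be reached.

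A candidate explanation for the lower chemokine genes in NPM is macrophage RNA in the arrays of PANC-1 cells alone. The macrophage markers had a median log2 fold change of -0.105 (95% interval -0.41 to 0.31 from resampling 19 genes). This does not decide it, since 1 of the 19, CD68, lay above the median level of the NPC arrays and 8 were higher and 11 lower. The markers that fell over the list alone moved as this RNA would, while C1QA, which rose over the list alone, moved the other way. LCP1 lay within the lowest 22.6% of the features in each NPC array and C1QA within the lowest 17.5% in each NPC and NPM array. Such moves between low intensities decide little. LYZ (-1.48), FCER1G (-0.98), TYROBP (-0.41) and CD14 (0.19) lay within the lowest 32.9% of the features of each array. Labels of NPC and NPM exchanged as whole groups under normoxia alone are argued against by the correlation of 0.789 (0.708 to 0.888 leaving out single features) between the co-culture effects of normoxia and hypoxia over the 8 features, 7 of which had the same direction. These features are not independent replicates, and only NPTX1 and CCL22 passed in both comparisons. Under hypoxia VCAM1, LCP1 and CHI3L1 had log2 fold changes of only 0.14, -0.32 and 0.0014. An exchange at both oxygen levels and an effect of co-culture on PANC-1 cells stay open, and the paper's RT-qPCR and western blotting of VCAM-1 in PANC-1 and Capan-2 cells run in the direction of the labels, which does not settle it for the arrays.

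The higher genes induced by interferon-gamma in NPM may come from macrophage RNA that reached the co-cultured cells. As the whole cause this is argued against, since such RNA would bring all abundant macrophage transcripts. Over the list alone LCP1, LYZ and FCER1G fell and C1QA rose, LCP1 and LYZ falling to within the lowest 1.05% of the features in each NPM array. The rise of C1QA is uncertain, since it lay within the lowest 5.99% of the features in each NPC array and 17.5% in each NPM array. LCP1 is named in Fig. 1e, so that its fall is not independent evidence. The upper bound of the markers' median, 0.31, also lay below the lower bound of the interferon-gamma list's median, 0.516. These bounds come from resampling 19 and 22 genes and not arrays. In each NPM array LAPTM5, CD53 and ITGB2 also lay within the lowest 9.97% of the features, whereas ADGRE1 and CD68 lay above at least 46.4%. A part from macrophage RNA stays open, as 8 of the 19 markers were higher and 11 lower in NPM. So does a response of PANC-1 cells to the co-culture, untested, and the arrays are too few to exclude chance.

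The lower mitotic genes in NPM could come from dilution by macrophage RNA or from the scaling of the arrays. Against dilution, 15 epithelial genes above the median level of the NPC arrays had a median of -0.109 (95% interval -0.296 to 0.49) while the mitotic median had an interval of -0.887 to -0.601, and against scaling, which would move features of like intensity alike, sets of other features matched to the mitotic genes by intensity had a median of -0.0341 (95% of sets between -0.18 and 0.11). Both arguments compare genes and leave out the spread between arrays. A change in total mRNA, which quantile normalization removes, was not tested. Slower division of PANC-1 cells in co-culture stays open, untested.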
